# High fat diet induces sex-specific differential gene expression in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0213474

**Published:** 2019-03-12

**Authors:** Tsering Stobdan, Debashis Sahoo, Priti Azad, Iain Hartley, Erilynn Heinrichsen, Dan Zhou, Gabriel G. Haddad

## Abstract

Currently about 2 billion adults globally are estimated to be overweight and ~13% of them are obese. High fat diet (HFD) is one of the major contributing factor to obesity, heart disease, diabetes and cancer. Recent findings on the role of HFD in inducing abnormalities in neurocognition and susceptibility to Alzheimer’s disease are highly intriguing. Since fundamental molecular pathways are often conserved across species, studies involving *Drosophila melanogaster* as a model organism can provide insight into the molecular mechanisms involving human disease. In order to study some of such mechanisms in the central nervous system as well in the rest of the body, we investigated the effect of HFD on the transcriptome in the heads and bodies of male and female flies kept on either HFD or regular diet (RD). Using comprehensive genomic analyses which include high-throughput transcriptome sequencing, pathway enrichment and gene network analyses, we found that HFD induces a number of responses that are sexually dimorphic in nature. There was a robust transcriptional response consisting of a downregulation of stress-related genes in the heads and glycoside hydrolase activity genes in the bodies of males. In the females, the HFD led to an increased transcriptional change in lipid metabolism. A strong correlation also existed between the *takeout* gene and hyperphagic behavior in both males and females. We conclude that a) HFD induces a differential transcriptional response between males and females, in heads and bodies and b) the non-dimorphic transcriptional response that we identified was associated with hyperphagia. Therefore, our data on the transcriptional responses in flies to HFD provides potentially relevant information to human conditions including obesity.

## Introduction

Diet consisting of high saturated fat (HFD) is a risk factor associated with cardiovascular disease (CVD) [1–3]. HFD is the most lethal habit after smoking [4] and a main contributing factor for obesity pandemic [5, 6]. A recent WHO report suggests that ~1.9 billion (39%) adults are overweight (http://www.who.int). These data suggest that obesity worldwide has tripled from 3·2% in 1975 to 11% in 2016 in men, and from 6·4% to 15% in women. Alarmingly, during the same period, childhood and adolescent obesity has increased tenfold in both girls (5 million to 50 million) and boys (6 million to 74 million) [7]. Globally, the United States is positioned at the top with an adult obesity prevalence rate between 38.3%-40.4% (+26.5% overweight) in women, 34.3%-37.7% (+38.7% overweight) in men [8, 9] and age-standardized childhood obesity at 12.7% [10]. At this rate, obesity will not only have a severe impact on associated chronic diseases like diabetes [11], cardiovascular disease [12], cancer [13], and osteoarthritis, but it is also expected to influence the basic socioeconomic development of entire countries [10].

Lately, HFD and obesity have also been identified as risk factors for neurological complications, both in the central and peripheral nervous system [14–22]. For example, HFD was found to accelerate cognitive decline [20, 22, 23]. It is also a known risk factor associated with Alzheimer’s disease [19], and anxiety and depression [24]. Animal studies have shown that HFD had a deleterious effect on the hippocampal-dependent memory [25] and together with stress it causes depression-like behavior [26]. Of note, recent studies have shown a sexually dimorphic facet in eating behavior [27] and the lower ability to suppress hunger in women [28] obesity susceptibility [29, 30], Alzheimer’s disease [19] and depression [31].

Previously we and others have shown that *Drosophila*, when fed HFD, showed increased triglyceride (TG) and glucose levels, decreased stress tolerance and lifespan, and activation of pathways involved in fat metabolism, insulin signaling, cardiac fat accumulation and dysfunction [32–34], quite similar to humans. There were other studies describing *Drosophila* as a model organism for human brain diseases including neurodegenerative diseases like Alzheimer’s disease [35, 36]. Additional features making *Drosophila* a useful organism include short life cycle, smaller but well-curated genome, easy to handle breeding and upkeep and, importantly, 75% of disease-related genes in humans have a *Drosophila* ortholog [37]. Hence, we hypothesized that a) HFD-induced transcriptomic changes in *Drosophila* could provide insight into the HFD- or obesity-related diseases affecting humans, including brain diseases and b) any sex-specific transcriptomic changes could provide relevant information for the sex-specific disparities in obesity or related diseases. In order to address the above hypothesis, we used in this study males and females *Drosophila*, fed on regular diet (RD) and HFD and analyzed the transcriptomic changes in the head and the rest of the body. We thus performed transcriptome-network-analysis that shed light on the HFD-related gender disparities.

## Materials and methods

### Regular and high-fat diet preparation

We used Jazz Mix Drosophila food from New Horizon Foods. For the regular diet (RD), as directed by New Horizon Foods, we added 800mL of distilled water to 151g food mix and heated to boil the mixture and placed 1mL each in regular size plastic vials. For the high-fat diet (HFD), as adopted in Heinrichsen et al., 2012, we added 20% weight per volume of food-grade coconut oil (Aunt Patty's Organic Coconut Oil) to the regular food [32, 34]. The hot food was stirred well until the oil is dissolved. Similar to the RD 1mL of medium was dispensed into each vial occasionally stirring the stock container.

### Fly rearing and collection

The *Drosophila* stocks *w1118* was obtained from Bloomington Stock Center. The flies were maintained on standard cornmeal diet and were kept in ambient condition of 25C with 12–12 light-dark cycle. Newly eclosed to 2 day old adult flies were transferred to a new vial containing standard cornmeal medium. After 24hrs the males and females were separated and each of them were further divided into experimental and control groups. The experimental groups of males and females were kept on the HFD and the control groups were kept on the RD. They were kept on respective diets for 7 days, in a room with 12–12 light-dark cycle, changing vials with respective diet on day 4. On day 7 the flies were used for different analysis. For the TG assay we used n = 7 males and n = 5 females, each in triplicates. For the transcriptome analysis, the flies were immediately frozen on dry ice and stored at -80C until use. A schematic diagram of the entire protocol is presented in Fig 1A.

**Fig 1:**
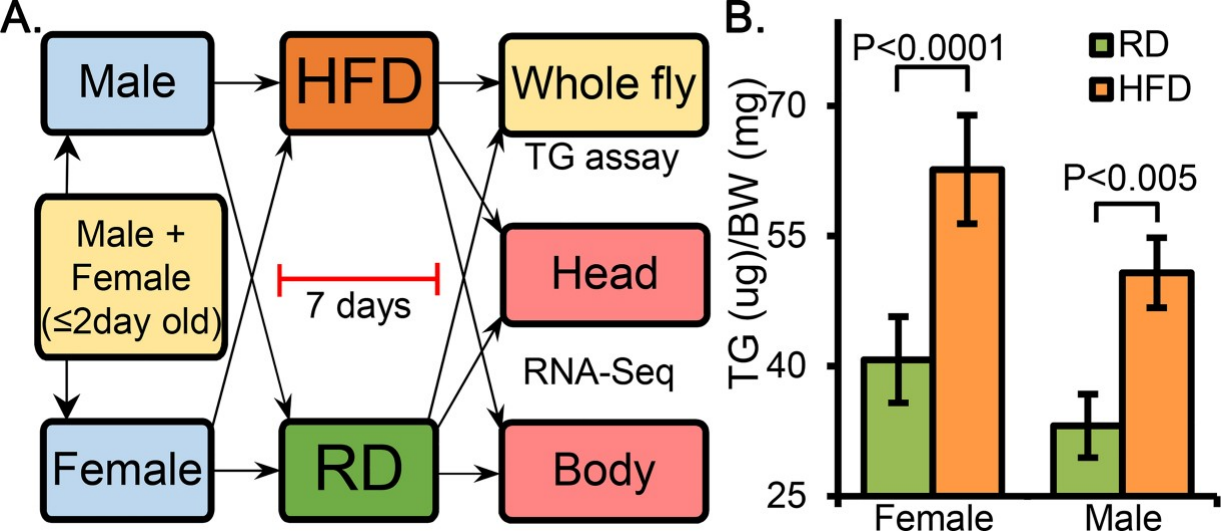
The protocol of HFD treatment and subsequent triglyceride (TG) levels. Schematic of high-fat diet (HFD) and regular diet (RD) treatment of the flies (A) and the TG levels measured after 1-week of treatment (B). Age matched flies were given the respective diets for 1 week. The TG levels were measured in triplicates in each group.

### Triglyceride level measurement

After treating flies on RD and HFD for 7 days, a group of males (n = 7) and females (n = 5) flies were separately weighed and transferred to 2ml, 2.8mm ceramic bead tubes (MoBio). More males were used because of their smaller size. Each group was done in triplicates. Flies were then homogenized in 0.05% Tween using the Precelly's 24 homogenizer (bertin technologies), following which 500ul supernatant was transferred to an eppy tube. The eppy tubes were heated at 70° for 5 min (to inactive lipases) with gentle shaking, centrifuged for 3 min, 13.2k rpm, and only the supernatants were used for both TG and protein assays. TG levels were measured using the Infinity TG kit (Cat#. TR22421, Thermo Fisher Scientific) and protein levels were measured using normal BCA protein assay (Sigma–Aldrich, Saint Louis, MO).

### Tissue collection for RNA isolation

RNA was isolated in two different batches of flies at two different times. For the first batch, ~100 age-matched male or female flies kept for a week on RD and HFD were transferred to a 5ml polystyrene tube (BD bioscience) kept on liquid nitrogen. After a quick (~ 3x5second) vortex, the contents were poured onto mini-sieve column (Cat# F37845-1000, Scienceware), tapped few times so that the heads were filtered through the mini sieve and the bodies were retained. All the heads were then picked using a fine brush and transferred to 2ml, 1.4mm ceramic bead tubes (MoBio) containing trizole for RNA isolation vial. Simultaneously, we randomly picked 15 bodies separately (from the bodies that were retained on the mini sieve) and transferred to a different ceramic bead tubes (MoBio) containing trizole. RNA was isolated from both heads and bodies and was used for RNA-Seq analysis.

For RT-PCR validation a new batch of flies, both control and experimental, were collected and stored at -80C. Here the heads were manually removed from rest of the body. Both antennas were also separated from the heads. RNA was isolated from ~120 heads and 15 bodies and used for qRT-PCR validation.

### RNA-seq data generation and analysis

The RNA from the heads and bodies kept in RD and 7 days of HFD were submitted for RNA-seq. We used 500 ng of RNA with an RNA Integrity Number (RIN) of 8 or greater to generate libraries using Illumina’s TruSeq Stranded mRNA Sample Prep Kit (Illumina). Library preparation and RNA-seq were conducted at the IGM Genomics Center, University of California, San Diego. The manufacturer’s protocol was followed; with the exception that RNA was fragmented for 5 min. Libraries were multiplexed and sequenced with 100 base pair (bp) paired end (PE100) Rapid Run to a depth of approximately 300 million reads per sample on an illumina HiSeq2500. Sequences were aligned with Tophat by default settings for Drosophila melanogaster using the latest genome index as provided by Illumina (iGenome package). The aligned reads in BAM format were then used to determine differentially expressed genes between samples obtained from various conditions, using the mm9 GTF. The expression was statistically significant when adjusted P-value < 0.05. During the initial shortlisting, we considered Transcript Per Kilobase of exon per Million reads mapped (TPM) ≥ 1. The common genes that were differentially expressed (P<0.05) in different conditions were sorted (blue and red circles in Fig 2). The sensitivity of the technique enabled the detection of more transcripts, especially those that are of low-abundance. The expression, i.e., genes with TPM>0 in either the RD or HFD treated flies, was detected for 15,048 and 14,366 genes in male and female heads respectively and 15,467 and 13,900 genes in male and female bodies respectively (S1A and S1D Fig). 

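A gene was taken as detected when at least 1 of the 6 libraries of a sex and tissue held a read of it, which is the same as a TPM above 0 in either diet. Of the 16727 genes in the count tables, 15048 were detected in male heads, 14366 in female heads, 15467 in male bodies and 13900 in female bodies. A library on its own held reads of 12373 genes (female body HFD 2) to 14916 genes (male body HFD 2). Counts of individual genes were compared only where the low-count filter kept the gene, which left 10175 genes in male heads, 10175 in female heads, 12935 in male bodies and 10282 in female bodies.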

The RNA-seq data related to our current findings are deposited to Gene Expression Omnibus (GEO), accession numbers GSE123240.

**Fig 2:**
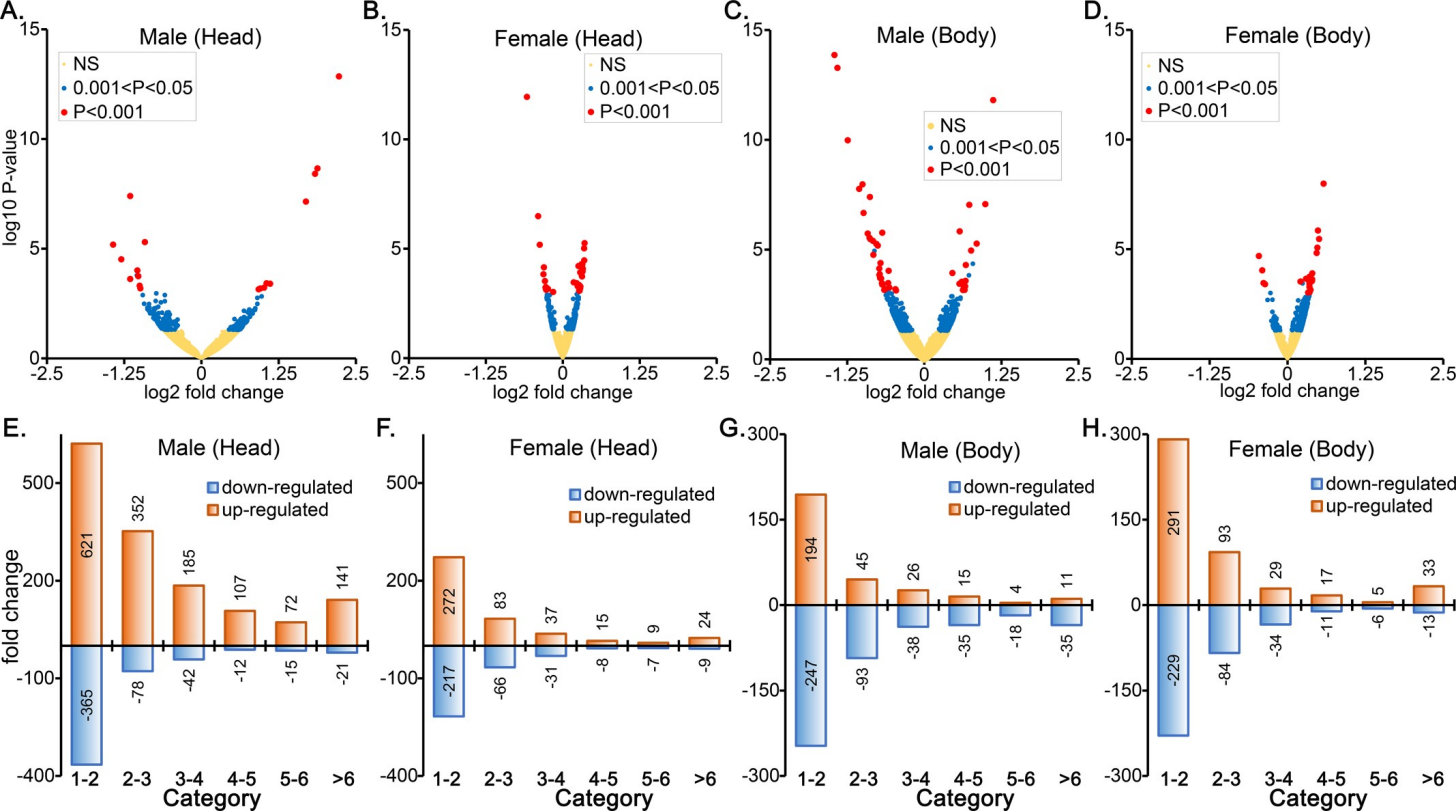
A robust transcription response to HFD in both heads and bodies of males than the females. The volcano plots depict log_10_ *P* values versus log_2_ fold change for genes in head (A and B) and body (C and D) of males (A and C) and female (B and D). The wider shape of volcano plot in the heads (A) and in bodies (C) of males indicates the males being more responsive to HFD (having wider distribution of fold change). *P*<0.001, red circle; 0.05<P<0.001, blue circle. The number of differentially expressed genes in different fold-change categories in the heads (E and F) and bodies (G and H) in the males (E and G) and female (F and H). Higher number of genes are upregulated than downregulated.

### RT-PCR validation

In order to further substantiate our results, we collected another batch of head RNA only, i.e., after removing antenna (as explained in RNA isolation). The antenna was separately collected (mentioned above). By doing an RT-PCR of antenna specific candidate genes, we observed that these differences were not statistically significant between HFD and RD. The expression in the antenna was more than 4x10^3^ fold of the head. For the candidate gene validation we picked the genes with P<0.01 and plotted the expression using heatmap. Within this list random genes with P<0.0001 were picked for RT-PCR validation.

### Gene ontology and network enrichment analysis

To understand the molecular significance from the list of differentially expressed genes, we performed the batch annotation and gene-GO (gene ontology) term enrichment analysis using DAVID (http://david.niaid.nih.gov). For this analysis, we first categorized the differentially expressed genes into six different groups, 3 for head and 3 for bodies, i) genes common between males and females and maintained similar directionality of the fold-change (red circles in Fig 3A for heads and Fig 4A for bodies), ii) Male-specific (orange circles in Figs 3A and 4A) and iii) female-specific green circles in Figs 3A and 4A). Analysis for heads and bodies were carried out separately. The list of the genes was uploaded to DAVID using flybase gene ID as the identifier and the output was obtained using a functional analysis tool. The output was obtained in both ‘functional annotation chart’ and ‘functional annotation cluster’. In the ‘functional annotation chart’ all the GO terms were simply ranked based on their statistical significance i.e., P-values. Additionally, we used the default threshold settings of ≥2 GO category of final group membership that were compounded to detect overexpressed pathways into ‘functional annotation clusters’. These clusters were ranked based on their enrichment score. The GO terms not clustering were labelled as orphan GO categories. They may be important in spite of being a single entity.

**Fig 3:**
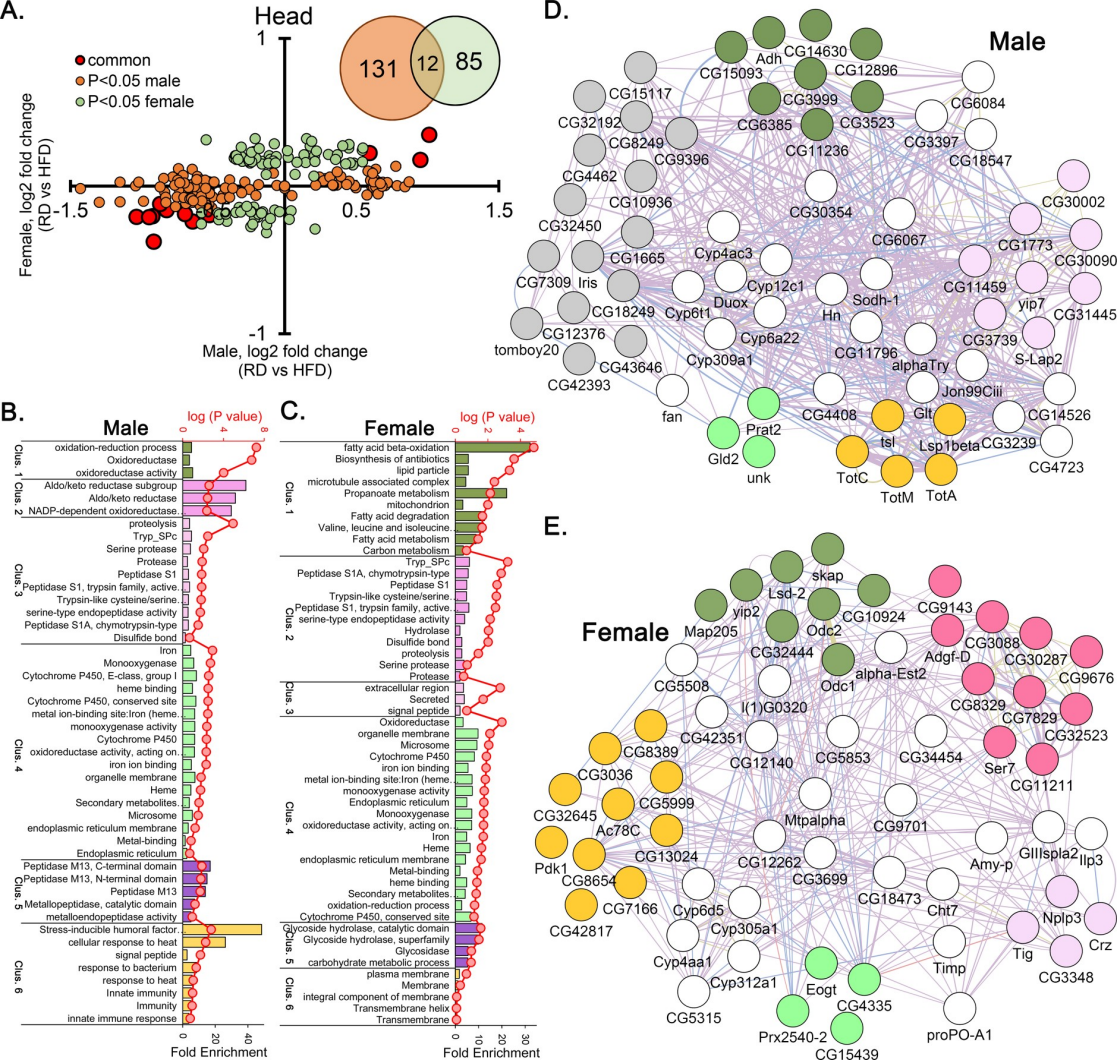
Transcriptional change in the heads leading to HFD-induced sex specific pathway enrichment. (A) Relative fold change between male and female heads after HFD treatment. Insert; Venn diagram depicts the number of differentially expressed genes shared between males and females head. Functional Annotation Clustering at medium stringency in the heads of male-specific (B) and female-specific (C) genes. (D) Network analysis depicting the individual genes within each cluster interacting in both within as well as between clusters for male (D) and female (E). Similar color coding for bar and network plots. White circles in network plots are genes shared between two or more clusters.

**Fig 4:**
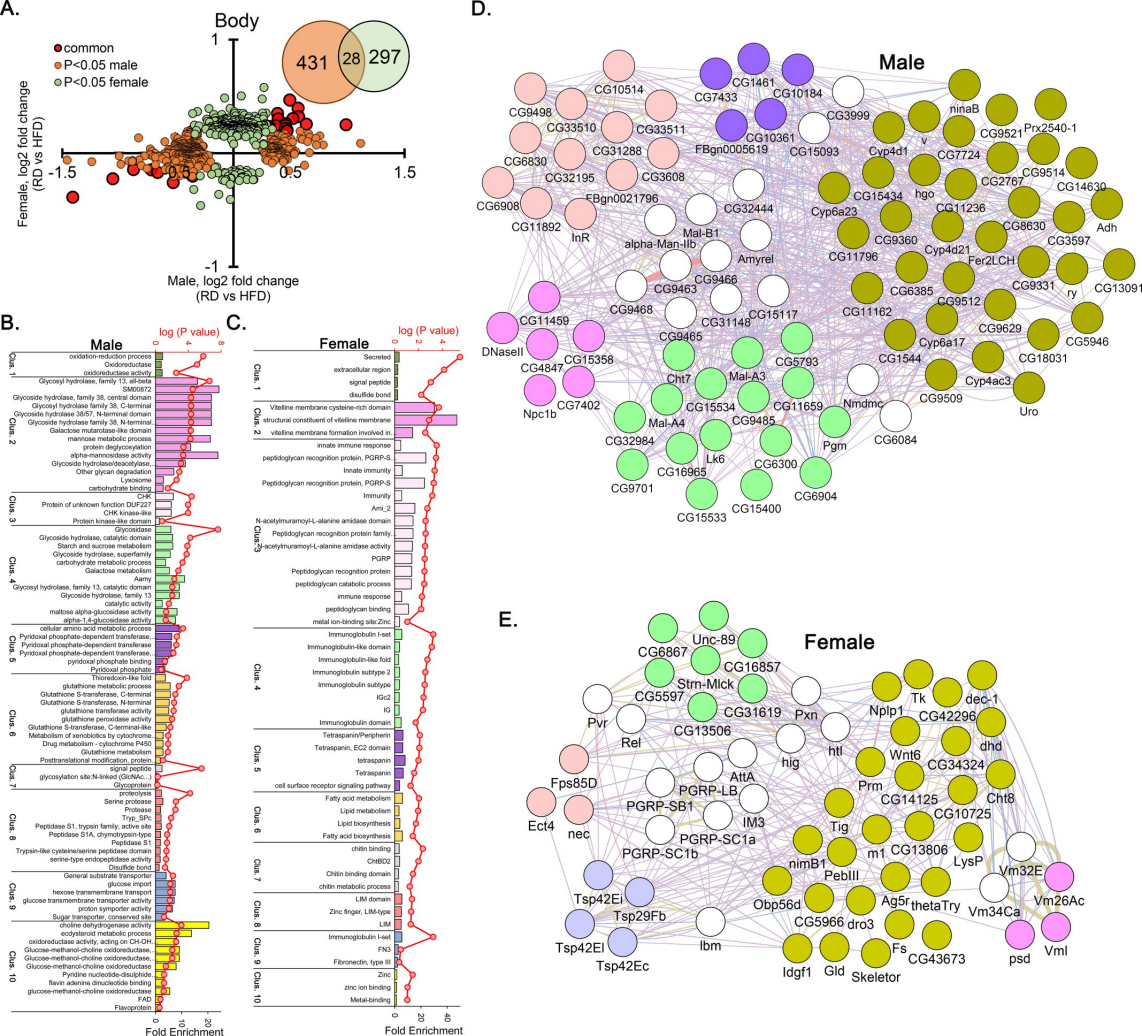
Transcriptional change in the bodies leading to HFD-induced sex specific pathway enrichment. (A) Relative fold change between males and females bodies after HFD treatment. Insert; Venn diagram depicts the number of differentially expressed genes shared. (B) The top 10 Functional Annotation Clusters at medium stringency in males (B) and females (C) body genes. Network analysis depicting the differentially expressed genes interacting within the clusters as well as between the clusters for males (D) and females (E) body genes.

The various types of interactions between the enriched genes are depicted using genemania (http://genemania.org) on Cytospace program (v3.4.0). We first identified the cluster membership for each of our gene. For body networks we only picked the genes belonging to the top 5 clusters because there were 36 and 26 cluster in males and females respectively. The networks depict interactions of both within a cluster and between clusters.

### Feeding assay

Groups of five flies kept on RD or HFD for 7 days were transferred onto fresh food medium containing 2.5% (w/v) blue dye (F. D. & C Blue Dye no. 1) mixed in RD or HFD. The flies were transferred to empty tubes after 30, 45 and 60 minutes of keeping on blue dye food (RD and HFD). At least three biological replicates were collected for each time point. After every time point the tubes were immediately snap frozen in liquid nitrogen and subsequently stored in -80C.

For quantification of food intake five flies for each replicate were homogenized in 200 μL of 1xPBS. A further 800 μL of distilled water was added and the suspension passed through a 0.22 μm Millex filter (Millipore Corporation, Bedford) to remove debris and lipids. The absorbance of the liquid sample was then measured at 629 nm [Hitachi U-2001 Spectrophotometer (Lambda Advanced Technology Ltd., UK)]. Age-matched flies exposed to non-dyed food were used as the baseline during spectrophotometry. The amount of labelled food in the fly was calculated from a standard curve made by serial dilution in water of a sample of blue food.

### Statistics

Results are presented as means ± standard deviations. Data comparison between groups was analyzed using two-way analysis of variance (ANOVA). All statistics were calculated using Analyse-it for Microsoft excel 4.18.1 (Analyse-it Software, Ltd.). Changes were considered statistically significant if p<0.05.

## Results

### Triglyceride levels in flies fed on a high-fat diet

We have previously evaluated the effect of a HFD consisting of 20% w/v of coconut oil (rich in saturated fats) in female Drosophila [32, 33]. A schematic diagram of the entire protocol is presented in Fig 1A. We found that female *w1118* flies kept on HFD showed a significant increase in whole-body TG levels when compared to flies kept on RD (*P*<0.0001). In our current studies, we measured whole-body TG levels in both males and females and as anticipated, both male and female flies showed significant increases in whole-body TG levels (*P*<0.005) when compared to their RD fed counterparts (Fig 1B).

### Robust transcriptional response to HFD in male flies

Our transcriptome comparisons of HFD and RD revealed a more robust transcriptional response in the males than the females, with a higher number of differentially expressed genes both in the heads and in the bodies (Fig 2). For example, the overall head comparisons, revealed 143 genes in the males and only 93 in the females heads (Fig 2A and 2B, blue and red circles combined) that differed significantly (*P*<0.05). Similarly, at an FDR adjusted *P* values of <0.05, the number of differentially expressed genes in the bodies were 464 in the males and 330 in the females (Fig 2C and 2D, blue and red circles combined). 

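The flies spent 7 days on RD or on HFD (RD with 20% coconut oil), and RNA of their heads and bodies was sequenced in 24 libraries, 3 for each of 8 conditions. Each library was a pool of about 100 heads or 15 bodies by the paper's methods, while the sample labels give 100 heads or 10 bodies and an age of 5 to 7 days. The authors aligned the paired reads with TopHat, and the tables that they deposited hold the number of reads counted on each of 16727 genes, without normalization, beside a gene length. The program that counted the reads, the genome build and the handling of reads that fit several genes are not named in the paper's text, so the genes are given without coordinates. With M for mega, the paper states a depth of about 300 M reads per sample. The values below rest on the counts on genes, which ranged from 13.4 to 25.7 M per library with a median of 19.4 M.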

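In male heads the total counts ran from 14.1 to 20.1 M on HFD (median 14.4) and from 15.6 to 18.2 M on RD (median 16.2). Female heads had 18.6 to 20.2 M on HFD (median 19.6) and 16.9 to 21.6 M on RD (median 17.0). In male bodies the totals were 13.4 to 25.7 M on HFD (median 13.8) and 16.4 to 21.1 M on RD (median 20.3). Female bodies had 19.2 to 21.0 M on HFD (median 19.7) and 19.7 to 20.9 M on RD (median 19.7). For each sex and tissue, the HFD and RD libraries were compared by edgeR's quasi-likelihood test on the counts, with TMM normalization and the genes kept by filterByExpr. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. Levels are TMM-normalized counts per M (CPM), as mean ± SD over the 3 libraries of a group, and fold changes are HFD over RD on the log2 scale with their standard error (SE). With 3 libraries against 3, an exact two-sided permutation test cannot give a p under 0.1, so single genes were tested only in the model fitted across all genes.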

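In male heads 0 of 10175 genes had an adjusted p under 0.05, and 144 had an unadjusted p under 0.05. In female heads 1 of 10175 genes passed the adjusted threshold, and 281 had an unadjusted p under 0.05. An unadjusted p under 0.05 would be given to 508.75 of 10175 genes if p-values were spread evenly. The smallest adjusted p was 0.809 in male heads and 0.00796 in female heads. The gene called in female heads was CG32694 (FBgn0052694), at 170 ± 19.8 CPM on HFD and 76.2 ± 3.48 CPM on RD. Its log2 fold change was 1.16 (SE 0.09), with every HFD library above every RD library, and stayed between 1.06 and 1.22 when any 1 library was left out. It was not called without female head RD 2 or without female head RD 4, and its adjusted p ranged from 3.42e-23 to 0.121 over 18 alternative fits. The biological coefficient of variation between libraries was 0.378 in male heads and 0.107 in female heads.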

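The alternative that moved the count most was the unadjusted threshold in female heads and, in male heads, DESeq2 with shrunken fold changes at an unadjusted p under 0.05 (291 genes), which was chosen after seeing the data. With an adjusted threshold, DESeq2 called 9 genes in male heads and 7 in female heads. A fit with the replicate number as a block called 2 and 10. The count at an unadjusted p under 0.05 depended on single libraries in male heads: it was 2296 without HFD 2, 50 without HFD 4, 56 without RD 1, 75 without RD 2 and 93 without RD 3. In female heads it was 537 without HFD 4 and between 207 and 394 when any other library was left out.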

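In male bodies 0 of 12935 genes had an adjusted p under 0.05 (490 with an unadjusted p under 0.05), and in female bodies 0 of 10282 (358 with an unadjusted p under 0.05). The smallest adjusted p was 0.452 in male bodies and 0.936 in female bodies. Evenly spread p-values would place 646.75 genes under an unadjusted 0.05 in male bodies and 514.1 in female bodies. The coefficient of variation between libraries was 0.258 in male bodies and 0.178 in female bodies. DESeq2 called 27 genes in male bodies and 7 in female bodies at an adjusted p under 0.05. Without male body HFD 2 the count at an unadjusted p under 0.05 rose to 4523, and it fell to 285 without HFD 3, 215 without HFD 4 and 213 without RD 2. In female bodies it was 198 without HFD 4, 753 without RD 3 and 177 without RD 4. Leaving out female body RD 2 gave 2 genes with an adjusted p under 0.05.

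**Figure D1:**
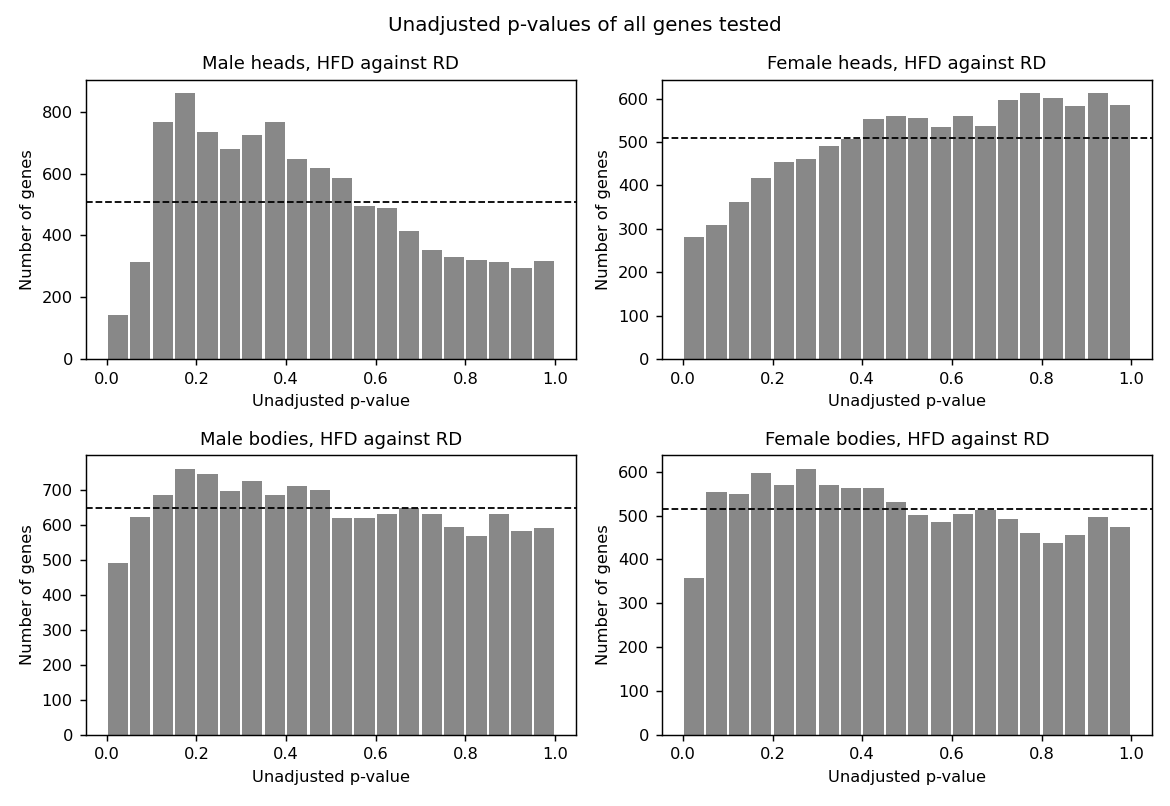
Number of genes (vertical axis) by unadjusted p of HFD against RD (horizontal axis, 20 bins) in the heads and bodies of males and females, with a dashed line at an equal share per bin. The bin under 0.05 holds 144 genes in male heads, 281 in female heads, 490 in male bodies and 358 in female bodies.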

The results can also be viewed through the shape of volcano plots where males have a wider distribution of fold-change signals (broader ‘v’ shape) than the females for both heads and bodies (Fig 2A–2D). Additionally, the transcriptome analysis also revealed that in the heads more genes are upregulated than downregulated (Fig 2E and 2F), especially in the males. However, in the bodies, more genes were downregulated in the males and opposite in the females (Fig 2G and 2H). 

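The width of the fold-change distribution was taken as the range that holds the central 95% of the genes tested. It was 1.68 on the log2 scale in male heads and 0.72 in female heads, and 1.17 in male bodies and 0.92 in female bodies. Over the 9914 genes tested in heads of both sexes, the male width was 2.45 times the female one, and over 9890 genes in bodies it was 1.36 times. The same widths were computed for the 9 other ways of splitting the 6 libraries of each comparison into 3 and 3. These gave 1.05 to 2.96 in male heads, 0.65 to 0.99 in female heads, 0.82 to 2.17 in male bodies and 0.93 to 1.17 in female bodies, so the width on the real split was within or below the widths of the other splits in each comparison. Including every gene with at least 1 count turned the ratio to 0.989 in heads and 0.582 in bodies. With DESeq2 the ratio was 1.21 in heads and 0.780 in bodies, and with its shrunken fold changes 4.52 and 1.85. Measured as a difference, leaving out 1 library moved the ratio most: the head ratio ranged from 1.52 without male head HFD 3 to 4.58 without male head HFD 2, and the body ratio from 1.01 without female body RD 3 to 2.34 without male body HFD 2. From the number of differentially expressed genes and the wider volcano plots, the paper reads males as more responsive or sensitive to HFD.

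**Figure D2:**
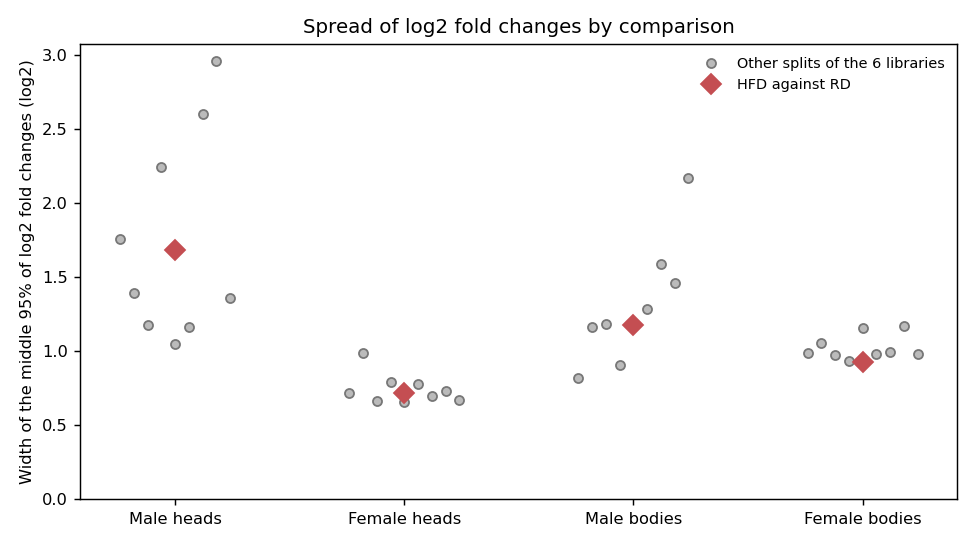
Width of the distribution of log2 fold changes (range of the central 95% of genes, vertical axis) for each comparison. The red diamond is HFD against RD and the grey points are the 9 other splits of the same 6 libraries, which reach 2.96 in male heads and 0.99 in female heads.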

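Since 0 genes in male heads and 1 gene in female heads, which rose, were called at an adjusted p under 0.05, directions were counted among the genes with an unadjusted p under 0.05. In male heads 48 of the 144 genes rose (33.3%, 95% Wilson interval 26.2 to 41.4%) and 96 fell. In female heads 163 of 281 rose (58.0%, 52.2 to 63.6%) and 118 fell. These intervals cover counting error only. The male share depended on the scaling and the fit: it was 16.7% with total counts only, 36.3% with RLE size factors, 66.0% of 362 genes with DESeq2 and 90.9% of 1557 genes when all male libraries were fitted together. The first and the last of these moved the median fold change of all genes to -0.16 and 0.19, against -0.02 with TMM. Without male head HFD 2 the share of rises was 56.3%. In female heads it stayed between 54.8 and 66.5% over the other scalings, tests and filters, but fell to 42.6% without HFD 4, 46.6% without HFD 3 and 46.9% without RD 4. Among all genes tested in male heads, 159 rose and 146 fell by more than 1 on the log2 scale, and in female heads 18 rose and 5 fell by as much.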

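In male bodies 221 of the 490 genes with an unadjusted p under 0.05 rose (45.1%, 95% Wilson interval 40.8 to 49.5%) and 269 fell. In female bodies 305 of 358 rose (85.2%, 81.1 to 88.5%) and 53 fell. With total counts only, the share of rises in male bodies was 22.9% of 559 genes, with all male libraries in 1 fit 32.1% of 252, and without male body RD 3 it was 30.1%. In female bodies it was 78.5% of 712 genes with all female libraries in 1 fit, and it ranged from 71.5 to 88.8% when 1 library was left out. Log2 changes over 1 went down more often in male bodies (48 rises, 110 falls) and up more often in female bodies (82 rises, 22 falls).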

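The difference between the sexes in the response to HFD was tested directly as the sex by diet interaction. In heads 0 of 10527 genes had an interaction with an adjusted p under 0.05, and 131 (1.24%) had an unadjusted p under 0.05; the smallest adjusted p was 0.907. In bodies 0 of 13425 genes passed, and 427 (3.18%) had an unadjusted p under 0.05. Of the genes with an unadjusted p under 0.05 for HFD against RD, 118 in male heads, 255 in female heads, 458 in male bodies and 326 in female bodies passed that level in 1 sex only, which by itself does not show that the sexes differ. Over the genes tested in both sexes, 61.9% changed in the same direction in male and female heads and 50.5% in bodies. A fit of 1 diet effect common to both sexes also gave 0 genes with an adjusted p under 0.05 in heads (262 with an unadjusted p under 0.05) and in bodies (576).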

Overall, these results indicate that male flies when kept in HFD are more responsive or sensitive to the HFD. 

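At an adjusted p under 0.05 no gene (0) was called in all 4 comparisons. At an unadjusted p under 0.05 there were 3 such genes, Gnmt (CG6188 in the count tables), Cyp4e3 and CG5953. Lsp2 (FBgn0002565) missed that level in female bodies, where its unadjusted p was 0.0704. In male heads Lsp2 was at 11.9 ± 16.0 CPM on HFD and 135 ± 68.5 on RD, a log2 fold change of -3.48 (SE 1.08). It was -5.65 without male head HFD 2. In female heads Lsp2 was at 52.1 ± 18.2 and 116 ± 27.2 CPM (-1.15, SE 0.25), in male bodies at 4.22 ± 2.00 and 21.5 ± 12.6 CPM (-2.32, SE 0.50), and in female bodies at 1.54 ± 0.297 and 3.55 ± 2.29 CPM (-1.20, SE 0.56; -0.79 without female body RD 3). Gnmt (FBgn0038074) fell by 2.33 in male heads (SE 0.84), by 1.02 in female heads (SE 0.37), by 1.43 in male bodies (SE 0.38) and by 1.16 in female bodies (SE 0.39). Without male head HFD 2 its fall in male heads was -3.85. Its level differed widely between comparisons, from 247 ± 100 CPM in male RD bodies to 1.43 ± 0.506 CPM in female RD bodies.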

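Cyp4e3 (FBgn0015035) rose from 5.14 ± 1.05 to 12.7 ± 4.65 CPM in male heads (log2 fold change 1.30, SE 0.34) and from 23.2 ± 8.50 to 96.6 ± 48.3 CPM in female heads (2.06, SE 0.38). In male bodies it rose from 5.13 ± 0.560 to 15.0 ± 4.25 CPM (1.54, SE 0.25) and in female bodies from 6.33 ± 1.28 to 10.6 ± 3.87 CPM (0.75, SE 0.28; 0.40 without female body HFD 3). CG5953 (FBgn0032587) rose by 0.84 in male heads (SE 0.31; 0.53 without male head HFD 3), 0.51 in female heads (SE 0.12), 0.71 in male bodies (SE 0.24) and 0.28 in female bodies (SE 0.11). The adjusted p of these 4 genes in edgeR's test, over all genes, was between 0.529 (Cyp4e3 in male bodies) and 1.00. DESeq2 called Cyp4e3 and Lsp2 in male bodies. None of the 4 genes had an interaction between sex and diet past an adjusted 0.05; the unadjusted p of the Lsp2 interaction in heads was 0.0652.

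**Figure D3:**
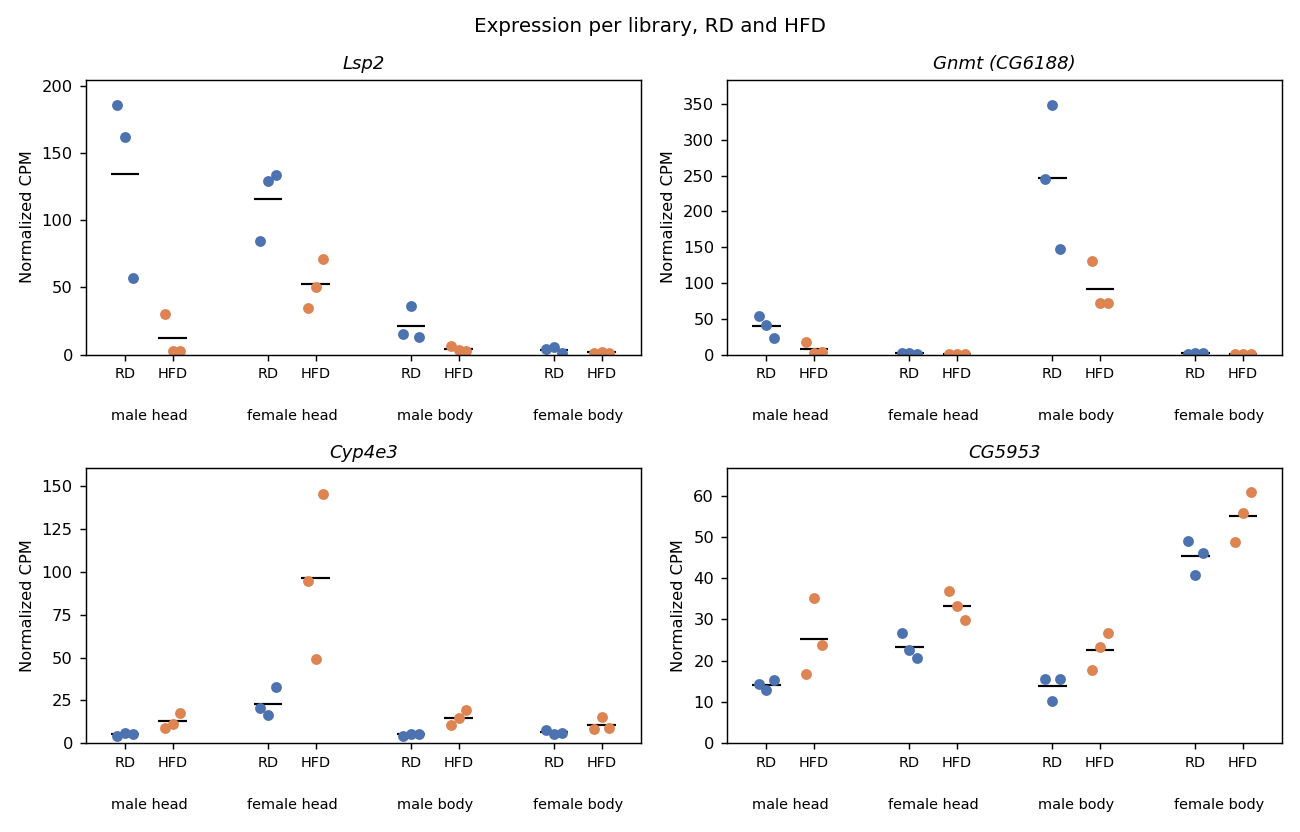
Normalized CPM (vertical axis) of Lsp2, Gnmt, Cyp4e3 and CG5953 in the HFD and RD libraries of each sex and tissue. Points are libraries and lines are group means; in male heads Lsp2 has a mean of 11.9 CPM on HFD and 135 on RD.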

Interestingly, only four genes i.e., *Lsp2*, *Gnmt*, *Cyp4e3* and *CG5953*, were common in all the comparisons.

### Sex specific differential gene expression in the heads

In order to understand the effect of HFD on heads, we first identified the HFD-induced differentially expressed genes in the heads of males and females (FDR adjusted *P*<0.05). Considering the complexity of HFD-related phenotype and the reasoning that when groups of genes are analyzed together they reflect a potentially higher biological relevance, we chose to perform pathway enrichment analysis. We therefore categorized the differentially expressed genes into three different groups. Group-1 consisted of common genes statistically significant in both males and females and maintaining a similar directionality of the fold-change (n = 12, red highlighted in Fig 3A). 

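No gene (0) was called in the heads of both sexes at an adjusted p under 0.05. At an unadjusted p under 0.05, 23 genes changed in the same direction in male and female heads and 3 in opposite directions, where 3.39 genes called in both sexes would be met if the sexes were independent. The 23 genes included Lsp2, Gnmt, Cyp4e3, CG5953, takeout (to), hgo, InR, CCHa2, tobi, Obp83a and Obp83b. With DESeq2, hgo was called in both sexes at an adjusted p under 0.05.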

Group-2 consisted of male-specific genes (orange highlighted in Fig 3A) and group-3 female-specific (green highlighted in Fig 3A). There were 131 and 85 genes in group-2 and 3 respectively (Venn diagram Fig 3A).

Analysis of group-1 genes, revealed a single cluster, the ‘oxidation-reduction process’ at ES>2. 

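The S1 Table lists CG3597, Cyp4e3, hgo and Prx2540-1 for the cluster of common head genes. In each sex 1 of these (Cyp4e3) rose and 3 fell, and 3 of the 4 had an unadjusted p under 0.05. The median log2 fold change of the 4 genes was -0.94 in male heads and -0.42 in female heads. None of the 4 was called at an adjusted p under 0.05 in edgeR's test (0 of 4), while DESeq2 called hgo in both sexes. The study picked these genes on the same libraries, so their direction is not independent evidence.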

Group-2 genes revealed seven different clusters (Fig 3B). The ‘oxidation-reduction process’ cluster was again at the top. Cluster 2, which was 30–40 fold enriched was related to an aldo/keto reductase activity and was unique to group-2. This cluster consisted of only 3 genes, *CG18547*, *CG3397* and *CG6084* and is a subset of cluster 1 (Fig 3D). 

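Of the 21 genes listed for the oxidation-reduction cluster of the male heads, 20 were tested. They had a median log2 fold change of -0.90, with 18 falls and 2 rises, and 13 had an unadjusted p under 0.05. In edgeR's test 0 genes passed 0.05 with p adjusted over the list alone, and 0 over all genes tested. Within it, CG3397 fell by 1.32 (SE 0.52), CG18547 by 0.99 (SE 0.43) and CG6084, now named Akr1B, by 0.68 (SE 0.27; -0.43 without male head RD 2). The adjusted p of each of the 3 was 0.809. DESeq2 called another gene of the oxidation-reduction cluster, CG3999. Since the study chose these clusters from the same libraries, counts over a cluster alone are not independent evidence here or in the clusters that follow. The direction of each cluster's median was the same with TMM, RLE size factors, total counts only, limma-voom, DESeq2 and all libraries of a sex in 1 fit.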

Cluster 3 (related to protease activity) and cluster 4 (related to cytochrome P450, heme and monooxygenase activity) were shared with group-3’s cluster analysis. 

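In male heads 14 of the 17 genes listed for cluster 3 were tested: 12 fell, with a median of -0.95, and 11 had an unadjusted p under 0.05. For cluster 4, 12 of 14 listed genes were tested, 9 fell (median -0.98) and 5 had an unadjusted p under 0.05. In female heads the protease cluster had 8 rises and 9 falls among 17 genes tested, and the oxidoreductase cluster also 8 rises and 9 falls among 17. At an adjusted p under 0.05, 0 genes of these clusters were called.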

Cluster 6 which was unique to males, represented GO terms related to stress responses (Fig 3B). This cluster consists of eight genes, all downregulated on HFD and was related to immune and stress responses, e.g., response to heat and UV (Fig 3D). This includes *TotA* and *TotC* genes from *Turandot* family reported to have roles in stress response. 

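Of the 8 genes listed for cluster 6, the low-count filter kept 7 in male heads: alphaTry, Glt, Lsp1beta, TotA, TotC, TotM and tsl. All 7 fell, with a median log2 fold change of -1.31, and 6 had an unadjusted p under 0.05. The number past 0.05 was 0 over all genes tested and 6 adjusted over the list alone.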

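TotA (FBgn0028396) was at 86.6 ± 16.6 CPM in male heads on HFD and 215 ± 8.28 CPM on RD, a log2 fold change of -1.31 (SE 0.20). TotC (FBgn0044812) was at 13.5 ± 0.820 CPM on HFD and 34.2 ± 13.5 CPM on RD (-1.34, SE 0.31), and TotM at 1.80 ± 0.519 and 3.42 ± 1.01 CPM (-0.91, SE 0.36). Over all genes the adjusted p was 0.809 for each of the 3, and DESeq2 called TotA. The Turandot genes are close in sequence, and since the counter is not named, reads shared between copies leave the split between them uncertain. Of the 8 Turandot genes in the count tables, 4 were tested in male heads (TotA, TotC, TotM and TotX) and 4 of 4 fell, with a median of -1.11. The p of this list in camera, with a preset correlation of 0.01, was 9.75e-10; fry gave 0.0017 and an estimated correlation gave 0.00521. TotA and TotC passed 0.05 when adjusted over the list alone. The median lay between -0.96 and -1.24 when any 1 library was left out, and DESeq2 with shrunken fold changes moved it most, to -0.57.

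**Figure D4:**
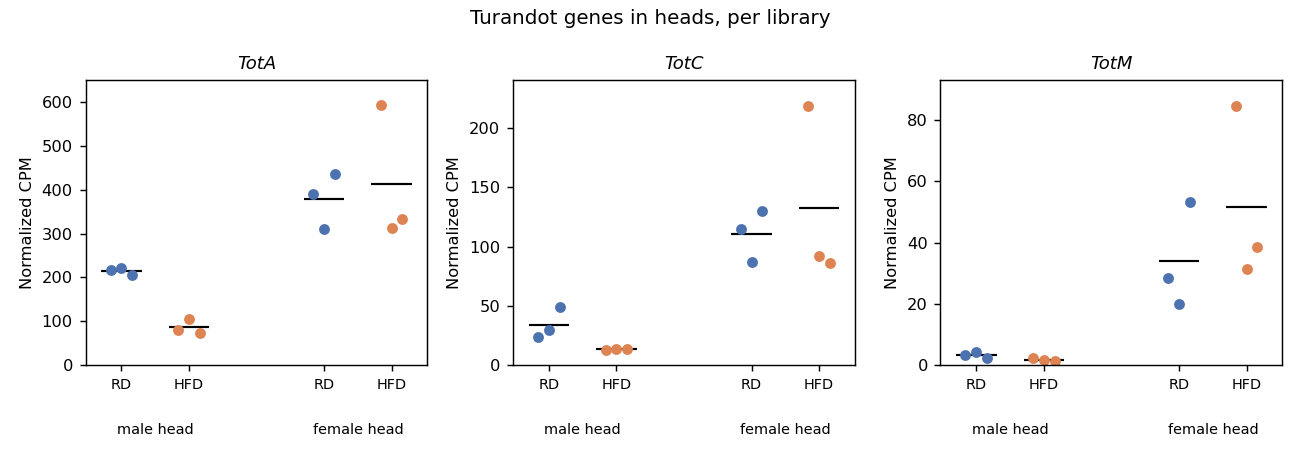
Normalized CPM (vertical axis) of TotA, TotC and TotM in the HFD and RD libraries of male and female heads. Points are libraries and lines are group means; in male heads TotA has a mean of 86.6 CPM on HFD and 215 on RD.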

When we looked at the cluster analysis of group-3 genes i.e., female head-specific it had six enriched clusters (Fig 3C), and, as we mentioned, three were shared with group-2. Interestingly, the two group-3 (female head) specific clusters, cluster 1 and 5 were related to lipid and carbohydrate metabolism or glycosidase activity. 

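The S1 Table lists 17 genes for the cluster of female heads headed by fatty acid beta-oxidation, of which 16 were tested. Of these, 13 rose (81.25%) and 3 fell, with a median log2 fold change of 0.28. An unadjusted p under 0.05 was found for 13. The number past 0.05 was 0 over all genes tested and 13 adjusted over the list alone.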

The top cluster consisted of 17 genes (8 exclusive, Fig 3E) where 85% genes were upregulated. 

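In female heads Mtpalpha (FBgn0028479) was at 241 ± 10.7 CPM on HFD and 196 ± 15.5 CPM on RD, a log2 fold change of 0.30 (SE 0.08). yip2 (FBgn0040064) was at 270 ± 23.9 and 210 ± 19.3 CPM (0.37, SE 0.09), and CG12262 (FBgn0035811) at 396 ± 31.6 and 322 ± 43.8 CPM (0.30, SE 0.11). The adjusted p over all genes was 1.00 for each. A list of 17 beta-oxidation genes fixed by function was tested as a whole: 13 rose and 4 fell in female heads, with a median of 0.11 and a camera p of 1.11e-05. The median was 0.04 without female head HFD 4 or without female head RD 4 and rose to 0.17 without RD 2. The p was 0.142 in fry and 0.0852 with an estimated correlation. Mtpalpha and yip2 passed 0.05 when adjusted over the list alone; the study had named both on these libraries, so this is not independent evidence.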

The genes that were common in all the GO categories in cluster 1, including fatty acid metabolism, were *Mtpalpha*, *yip2* and *CG12262*, and they were all upregulated in HFD treated female heads.

Additionally, some of the orphan GO categories (not part of any cluster) were also interesting to explore. For example, at the *P* <0.005, aromatic amino acid family metabolic process (GO:0009072), tyrosine metabolism (dme00350) and phenylalanine metabolism (dme00360) were individual GO categories enriched in the males. GO term related to sleep (GO:0030431) was the only enriched category at *P*<0.005 in the females. A detailed list of all the GO terms enriched is provided in S1 Table.

There were genes that were shared between different clusters and multiple pathways. The cytochrome P450 family genes (*Cyp4ac3*, *Cyp6t1*, *Cyp6a22*, *Cyp309a1* and *Cyp12c1*) are a perfect example as these genes were shared between cluster 1, 4 and 7 in the group-2 gene analysis (Fig 3D). 

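In male heads the cytochrome P450 genes Cyp6t1, Cyp6a22, Cyp309a1 and Cyp12c1 fell and Cyp4ac3 rose. The log2 fold change was -2.05 for Cyp309a1 (SE 0.73), -1.24 for Cyp6t1 (SE 0.57), -0.76 for Cyp6a22 (SE 0.32), -0.69 for Cyp12c1 (SE 0.31) and 0.83 for Cyp4ac3 (SE 0.31). The adjusted p of each of the 5 was 0.809, and Cyp4ac3 and Cyp309a1 had an unadjusted p under 0.05. Without male head HFD 3 the value of Cyp4ac3 was 0.52, and without male head HFD 2 that of Cyp6t1 was -1.99. For the interaction with sex in heads, the unadjusted p was 0.0112 for Cyp309a1, 0.0266 for Cyp4ac3 and 0.0311 for Cyp6a22, with an adjusted p of 0.907 for each.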

Another important gene *Cyp4e3* from group-1 list i.e., upregulated in the heads of both genders, also from the same family. Together, they contributed to closely related GO terms e.g., oxidoreductase activity, highly enriched in different clusters. Another example is the shared genes in female heads that gave functionally related GO terms like fatty acid beta-oxidation (GO:0006635) in cluster 1 and oxidation-reduction process (GO:0055114) in cluster 4 (Fig 3E).

Overall, head transcriptome analysis revealed i) downregulation of genes related to stress response (cluster 6) in the males, ii) enriched pathways that were directly associated with fatty acid metabolism in the females (cluster 1) and iii) there were important genes, for example genes from cytochrome P450 family, that belonged to multiple biological processes.

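The lists behind these points were also compared between the sexes, as the interaction of sex and diet in heads. The difference, male minus female, had a median of -1.47 over the 4 Turandot genes, with 4 of 4 lower in males, and of -0.67 over the 17 beta-oxidation genes, with 17 of 17 lower. In male heads alone the 17 beta-oxidation genes had a median of -0.46. All 17 fell with TMM, and 16 of 17 in a fit of all male libraries. These genes moved together (estimated correlation 0.848), and 0 had an unadjusted p under 0.05. The p of the list in male heads was 4.00e-05 in camera, 0.345 in fry and 0.310 with an estimated correlation. For the difference between the sexes, fry gave 0.223 and an estimated correlation 0.176, against 0.0186 and 0.00873 for the Turandot list. In female heads the 4 Turandot genes had 3 rises and 1 fall (median 0.19, camera p 0.193).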

### Augmented glycoside hydrolases activity in the male body and immune system in female body after High-fat diet

From the transcriptome analysis of bodies we identified 28 common (group-4), 431 male specific (group-5) and 297 female specific (group-6) differentially expressed genes (Fig 4A). 

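No gene (0) passed an adjusted p of 0.05 in the bodies of both sexes. At an unadjusted p under 0.05, 24 genes changed in the same direction in male and female bodies and 8 in opposite directions. If the sexes were independent, 13.3 genes would pass that level in both. With DESeq2, 0 genes were called in both sexes at an adjusted p under 0.05.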

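The S2 Table lists CG31091, CG8093, Jon99Ci, mag and Vha100-4 for the lipid catabolic cluster of the genes common to both bodies. In each sex 4 of the 5 fell and Vha100-4 rose. The median log2 fold change was -1.55 in male bodies and -0.52 in female bodies. An unadjusted p under 0.05 was found for 4 of the 5 in males and for 3 in females, and none was called at an adjusted p under 0.05 (0 of 5). DESeq2 called CG8093 and mag in male bodies.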

Group-4 genes showed a GO cluster representing lipid catabolic process (ES = 2.35). From group-5 and group-6 we had 36 and 26 clusters respectively where the majority of clusters were sex specific. For example 7 of the top 10 clusters were sex-specific (Fig 4B and 4C). Interestingly, group-5 genes had significant overrepresentation of GO terms related to carbohydrate metabolism (Fig 4B). This included glycoside hydrolases in cluster 2 and cluster 4 that are directly related to oligosaccharides synthesis. 

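In male bodies 15 of the 16 genes listed for cluster 2 were tested; 14 fell, with a median log2 fold change of -1.08, 13 had an unadjusted p under 0.05, and 11 passed 0.05 adjusted over the list alone. For cluster 4, 26 of 28 listed genes were tested, 23 fell (median -0.69), 23 had an unadjusted p under 0.05 and 19 passed adjusted over the list alone. Over all genes tested, 0 genes of either cluster passed. A list of glycoside hydrolases fixed by gene family held 23 genes, 22 of them tested in male bodies, of which 17 fell (median -0.46; camera p 1.65e-08). The p was 0.226 in fry and 0.119 with an estimated correlation. Amyrel fell by 3.62 (SE 0.76) and Mal-B1 rose by 0.89, and both passed 0.05 adjusted over the list alone and were called by DESeq2. The median of the list was -0.07 without male body RD 2, -0.29 without HFD 4, -0.71 without RD 1 and -1.10 without HFD 2. In female bodies 21 of these genes had a median of -0.0028 and a camera p of 0.612.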

There were other indirectly linked GO terms like pyridoxal phosphate activity in cluster 5, glutathione transferase activity in cluster 6, glucose transporters in cluster 9 and glucose-methanol-choline oxidoreductase in cluster 10 (Fig 4B).

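In male bodies the 7 genes tested of cluster 5 all fell (median log2 fold change -0.72, 4 with an unadjusted p under 0.05). Of the 19 genes of cluster 6, 17 fell (median -0.53, 16 with an unadjusted p under 0.05). Cluster 9 had 6 falls among 7 genes (median -0.49), and cluster 10 had 6 falls among 6 genes tested (median -0.59). In edgeR's test 0 genes of these 4 clusters had an adjusted p under 0.05, while DESeq2 called CG3999 of cluster 5 and CG5724 of cluster 6.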

We explored the gene networks in the top five clusters. 

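For the oxidation-reduction cluster at the top of the male body genes, the S2 Table lists 37 identifiers, and 35 genes were tested. Of these, 31 fell and 4 rose, with a median log2 fold change of -0.70. An unadjusted p under 0.05 was found for 24. In edgeR's test 21 passed 0.05 adjusted over the list alone, and 0 passed over all genes tested. DESeq2 called CG11796, CG18031, CG3999 and Cyp6a23 of this list.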

The top male body cluster had 38 genes and was related to oxidoreductase (ES = 4.48, Fig 4D). In the female body, the top cluster was assigned 39 genes (ES = 3.72) and consisted of GO terms like signal peptide, extracellular region (GO:0005576), secreted (Fig 4E). 

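In female bodies 36 of the 39 genes listed for this cluster were tested, and 35 of them rose, with a median log2 fold change of 0.58. An unadjusted p under 0.05 was found for 30, and 26 passed 0.05 adjusted over the list alone. Over all genes tested 0 passed in edgeR's test, while DESeq2 called Obp56d and PGRP-SC1a of this list.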

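In female bodies the 10 genes tested of the innate immune cluster (cluster 3) all rose, with a median log2 fold change of 0.40, and 7 had an unadjusted p under 0.05. The 12 genes of cluster 4 also all rose (median 0.32, 10 with an unadjusted p under 0.05). Adjusted over the list alone, 3 genes of cluster 3 and 4 of cluster 4 passed 0.05; over all genes tested 0 did. Peptidoglycan recognition protein (PGRP) genes, taken by symbol, rose in 10 of 11 cases (median 0.33, camera p 8.80e-07). The p of this list was 0.0483 in fry and 0.0509 with an estimated correlation, and the median fell to 0.12 without female body RD 4 and to 0.19 without HFD 2. PGRP-SC1a (FBgn0043576) was at 25.9 ± 4.54 CPM on HFD and 13.7 ± 2.23 CPM on RD, a log2 fold change of 0.92 (SE 0.17), and was called by DESeq2. PGRP-SC1b rose by 0.88 (SE 0.25). These nearly identical copies passed 0.05 adjusted over the list alone, and how their shared reads were counted is not known.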

Interestingly, numerous genes from this cluster were shared between clusters 3 and 4, both related to immune system.

The above analysis revealed an enrichment of oligosaccharides synthesis in the bodies of male flies kept on HFD and immune system related GO enrichment in the bodies of female flies. The female specific cluster 2 contains genes e.g., *Vm32E*, *Vml* and *Vm26Ac*, related to vitelline membrane formation involved in chorion-containing eggshell formation. It is also interesting to note that when analyzing the sex specific genes in both heads and bodies, only females showed GO term enriched for lipid metabolism. In contrast, these GO terms were absent in the heads and were low-ranking in the body of males (S2 Table).

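In female bodies Vm32E (FBgn0014076) was at 17.0 ± 4.57 CPM on HFD and 0.891 ± 1.12 CPM on RD, a log2 fold change of 4.22 (SE 0.80; 3.68 to 6.03 with 1 library left out). Vml (FBgn0085362) was at 39.1 ± 15.0 and 1.89 ± 1.49 CPM (4.35, SE 0.58; 3.90 to 5.13 with 1 library left out). Their adjusted p was 0.936 in edgeR's test over all genes; Vml was called by DESeq2 and when all female libraries were fitted together. Vm26Ac had too few counts for the filter, with at most 3 counts in each RD library and at most 30 in an HFD library, and was not tested. The 4 genes tested of cluster 2 (Vm32E, Vml, Vm34Ca and psd) all rose, with a median of 3.73, and 4 passed 0.05 adjusted over the list alone. On a wider list of 21 eggshell genes fixed by family, 18 of the 20 tested rose, with a median of 1.05 and a camera p of 9.19e-15. The p was 0.0763 in fry and 0.0310 with an estimated correlation. The median was 0.20 without female body HFD 4 and 2.85 without female body RD 2, and 0.02 with the shrunken fold changes of DESeq2. Of the 5 lists that were each set for 1 comparison (Turandot in male heads, beta-oxidation in female heads, glycoside hydrolases in male bodies, PGRP and eggshell in female bodies), the Turandot list stayed under 0.05 both in fry and with an estimated correlation, the PGRP list in fry only, the eggshell list with an estimated correlation only, and the beta-oxidation and glycoside hydrolase lists in neither.

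**Figure D5:**
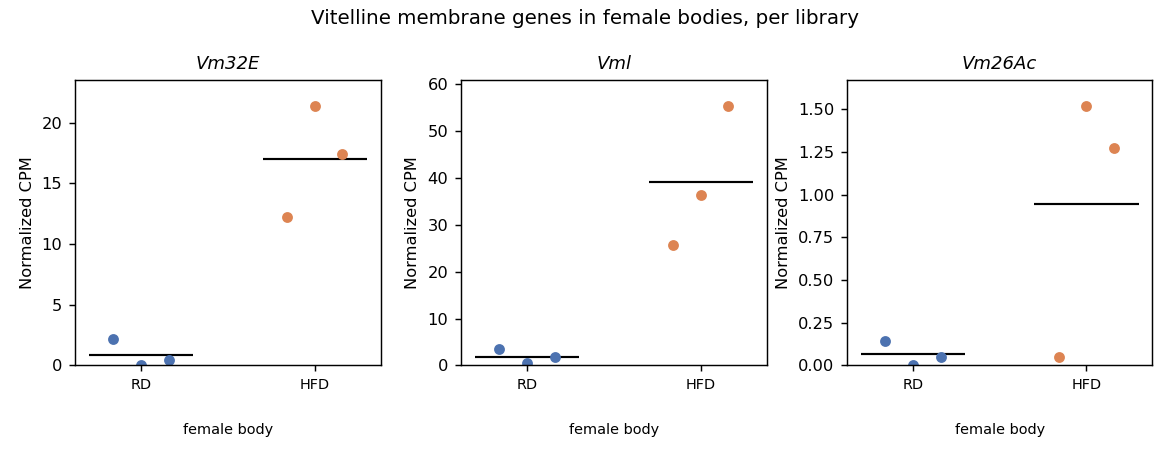
Normalized CPM (vertical axis) of Vm32E, Vml and Vm26Ac in the HFD and RD libraries of female bodies. Points are libraries and lines are group means; Vm32E has a mean of 17.0 CPM on HFD and 0.891 on RD.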

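In male bodies the S2 Table places a lipid catabolic cluster at number 14, and its 9 genes tested all fell (median log2 fold change -0.98, 7 with an unadjusted p under 0.05, 5 past 0.05 adjusted over the list alone). In female bodies the fatty acid metabolism cluster, number 6, had 8 genes and all 8 rose (median 0.47, 5 with an unadjusted p under 0.05, 1 past 0.05 adjusted over the list alone). In edgeR's test 0 genes of either cluster had an adjusted p under 0.05 over all genes. DESeq2 called CG18302 and Lip3 of the male cluster.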

### Identification of novel candidate gene/s differentially expressed to HFD

To investigate the differential expression further, we sorted the genes based on their p values. 

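In male heads 5 genes had an unadjusted p under 0.001 and a further 17 had one from 0.001 to 0.01. The number under 0.001 ranged from 4 to 22 over the alternative tests, scalings and filters.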

At *p*<0.001 there were 10 HFD-induced differentially expressed genes in male heads; there was an additional 21 genes at *p*<0.01 (Fig 5A). 

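In female heads 11 genes had an unadjusted p under 0.001 and another 56 lay from 0.001 to 0.01.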

In the female head, 16 genes were differentially expressed at *p*<0.001 and an additional 24 genes at *P*<0.01 (Fig 5B). 

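Separation of the HFD and RD libraries was counted over all genes tested, without a threshold. Every HFD library lay on one side of every RD library for 696 genes in male heads (6.84%) and 688 in female heads (6.76%). In bodies this held for 1097 genes in males (8.48%) and 964 in females (9.38%). By chance 10% of genes separate in this way with 3 libraries against 3.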

A clear separation between the HFD and RD can be seen in the heatmap plot (Figs 5 and 6). Unlike male heads where most of the genes were downregulated (27 down and 4 up), female heads showed almost an equal number of genes that were differentially expressed (22 up and 18 down). 

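At an unadjusted p under 0.01, 8 genes rose and 14 fell in male heads, and 44 rose and 23 fell in female heads.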

Only 4 genes, i.e., *Cyp4e3*, *takeout*, *Lsp2*, and *hgo*, were top-ranked and common between male and female heads. 

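By unadjusted p, hgo ranked 6 of 10175 in male heads and 14 in female heads, takeout 12 and 30, Cyp4e3 15 and 8, and Lsp2 32 and 16. hgo (FBgn0040211) was at 27.6 ± 1.10 CPM on HFD and 56.1 ± 8.42 CPM on RD in male heads, a log2 fold change of -1.02 (SE 0.19). In female heads it was at 16.4 ± 3.27 and 28.5 ± 5.65 CPM (-0.79, SE 0.17). The adjusted p was 0.809 in males and 1.00 in females, while DESeq2 called hgo in both.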

Interestingly, *Cyp4e3* was also significant in the bodies of males and females with a higher fold change in male body.

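The log2 fold change of Cyp4e3 was larger in male than in female bodies by 0.85 (SE 0.40). The unadjusted p of this interaction was 0.0564 and the adjusted p over 13425 genes was 1.00. In heads the difference ran the other way, at -0.76 (SE 0.57, unadjusted p 0.211).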

**Fig 5:**
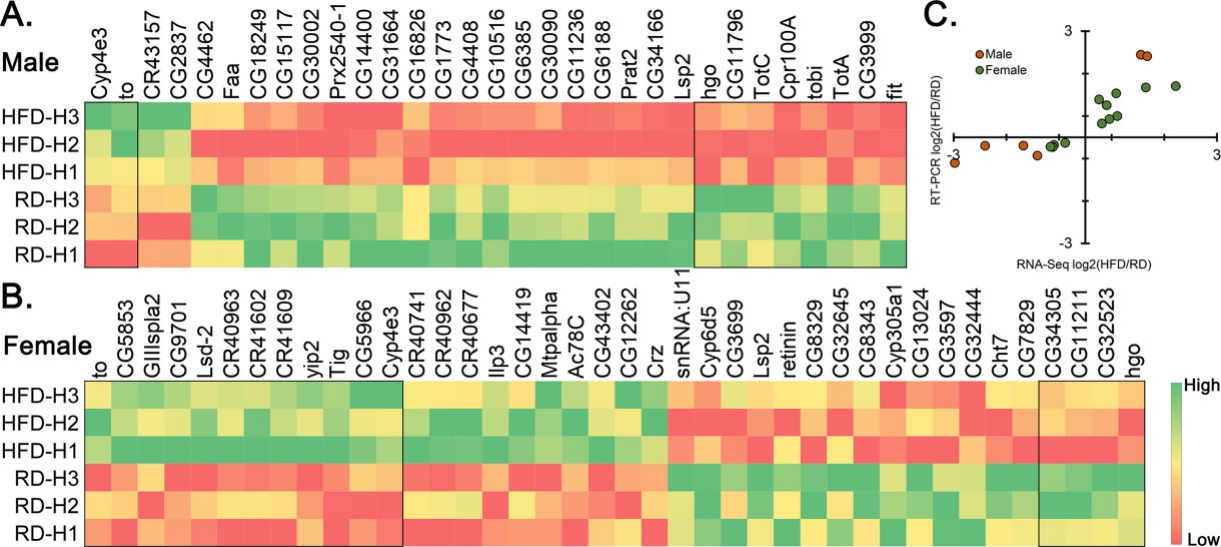
Heat map of differentially expressed genes in the heads. Heat map depicting differentially expressed genes in the heads of male (A) and female (B) based on RNA-seq results. The genes with P<0.001 are in box. (C) Correlation between RNA-Seq (X-axis) and RT-PCR (Y-axis) results from the HFD/RD expression change (S3 Table). Green color, upregulation; red, downregulation.

**Fig 6:**
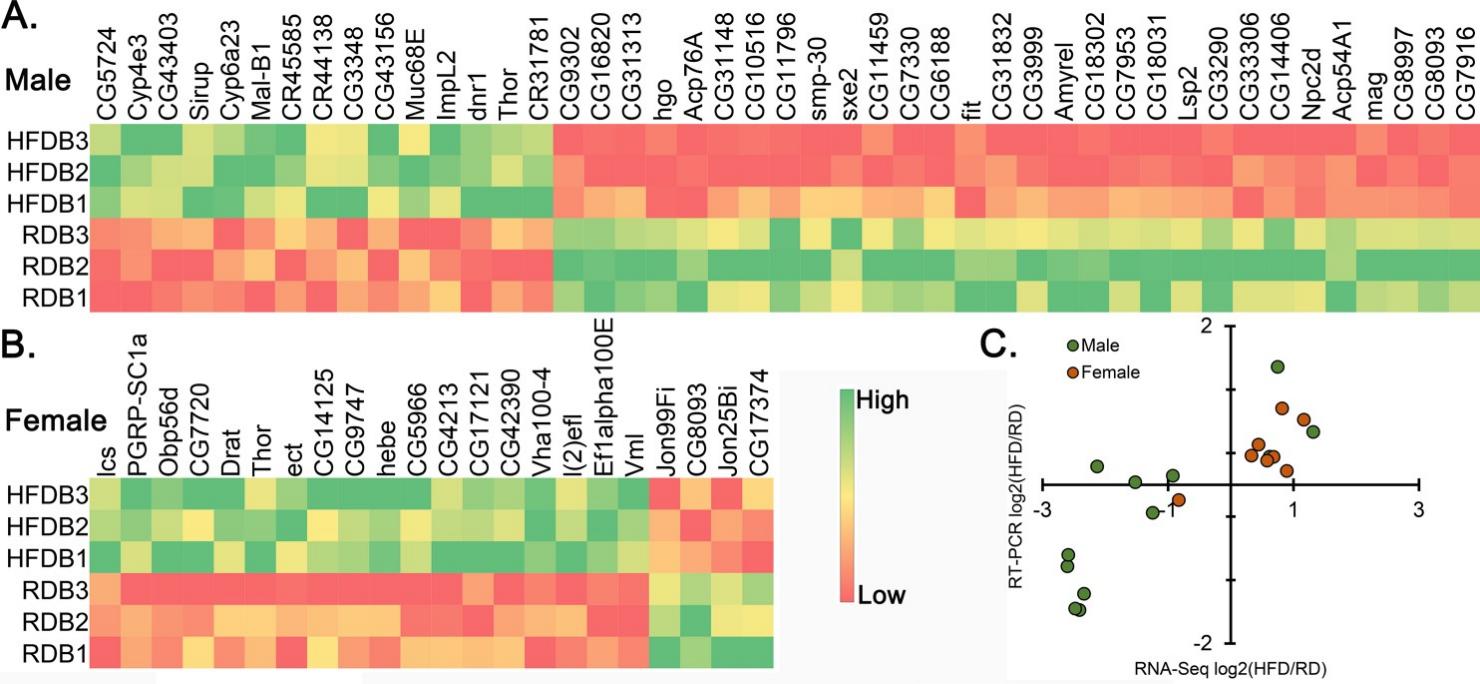
Heat map of differentially expressed genes in the bodies. Heat map of differentially expressed genes in the males (A) and female (B) body based on of RNA-seq (TPM values). The gene with P<0.001 in box. (C) Relative ration of HFD vs RD in the RNA-Seq (X-axis) compared to RT-PCR (Y-axis) results (S3 Table). Green color, upregulation; red, downregulation.

To make sure that the differential expression was head-specific, we isolated RNA from another batch of head samples, i.e., after removing the antennae. We then randomly picked a few top ranking genes for RT-PCR validation. All genes would either show statistically significant change in the RT-PCR or were similar in directionality of expression between the RT-PCR and the RNA-seq results (Fig 5C).

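The S3 Table gives RT-PCR values for 6 genes in male heads and 12 in female heads. The log2 fold changes from the counts had the sign of the RT-PCR value for 6 of 6 and 12 of 12. The RNA-seq values printed in that table equal the log2 ratio of mean TPM computed from the counts and gene lengths, with a largest difference of 4.8e-06 over all 38 pairs. RT-PCR replicates are not given there, so no test was made.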

In the male body, there were 45 top ranked differentially expressed genes at P<0.001 (Fig 6A) and an additional 85 at P<0.01 (S2 Fig) where most of the genes were downregulated (84 down and 46 up). 

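In male bodies 15 genes had an unadjusted p under 0.001 and 77 had one from 0.001 to 0.01. Of these 92 genes, 37 rose and 55 fell. DESeq2 gave 54 genes under 0.001.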

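In female bodies 4 genes had an unadjusted p under 0.001, and 56 more lay from 0.001 to 0.01.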

The female body had 22 genes at P<0.001 (Fig 6B) and additional 70 at P<0.01 (S2 Fig). 

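Of the 60 genes with an unadjusted p under 0.01 in female bodies, 54 rose and 6 fell.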

Out of 92 genes only 8 genes were downregulated. Only nine genes, *CG8093*, *dnr1*, *CG34220*, *Vha100-4*, *Drat*, *CR31781*, *Odc1*, *CG15818* and *Thor* were common between the male and female body. 

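CG8093 fell in both bodies, with log2 fold changes of -2.30 in males (SE 0.28) and -0.92 in females (SE 0.26), with an unadjusted interaction p of 0.0061. CG34220 fell by 0.75 in males (SE 0.24) and rose by 0.55 in females (SE 0.18; 0.35 without female body HFD 4). The other 7 genes rose in both sexes. Their log2 fold changes in males and females were 0.64 and 0.63 for dnr1 (0.41 in females without HFD 4), 0.48 and 0.49 for Vha100-4, 0.65 and 0.82 for Drat, 0.51 and 0.27 for CR31781, 0.61 and 0.37 for Odc1, 0.93 and 1.16 for CG15818, and 0.73 and 0.61 for Thor. All 9 had an unadjusted p under 0.05 in both sexes. Over all genes the adjusted p lay between 0.452 and 0.944 in males and was 0.936 in females. DESeq2 called CG8093 and dnr1 in male bodies and Drat in female bodies.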

To confirm the expression pattern of these genes we used RNA isolated from a new batch of body samples and performed RT-PCR on few randomly picked top ranking genes. A similar trend is maintained in almost all of the genes tested (Fig 6C).

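For bodies the S3 Table gives RT-PCR values for 12 genes in males and 8 in females. The fold changes from the counts had the sign of the RT-PCR value for 9 of 12 and 8 of 8. The 3 exceptions, Acp54A1, CG11796 and CG14406, fell in the counts of male bodies and have a positive RT-PCR value in the table. Acp54A1 fell by 1.41 (SE 0.21), CG11796 by 0.81 (SE 0.13) and CG14406 by 1.99 (SE 0.34), and DESeq2 called all 3.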

### HFD induces hyperphagia in males and females flies

One of the top candidate genes in our analysis was ‘*takeout*’ (also known as *to*), a gene which was reported to have a role in feeding behavior. This prompted an assessment on differences in food consumption in the flies kept on HFD. We did a controlled experiment to quantify the amount of food consumed at different time points i.e., 30, 45 and 60mins, in both males and females kept on RD and HFD (schematic provided in Fig 7A). Overall, it appeared that males were eating more food irrespective of the diet (Fig 7B and 7C). The HFD flies consumed more food than the RD flies. The difference in the males were visible early on at 30mins (Fig 7B) while in the females it appears only at 60mins (Fig 7C).

**Fig 7:**
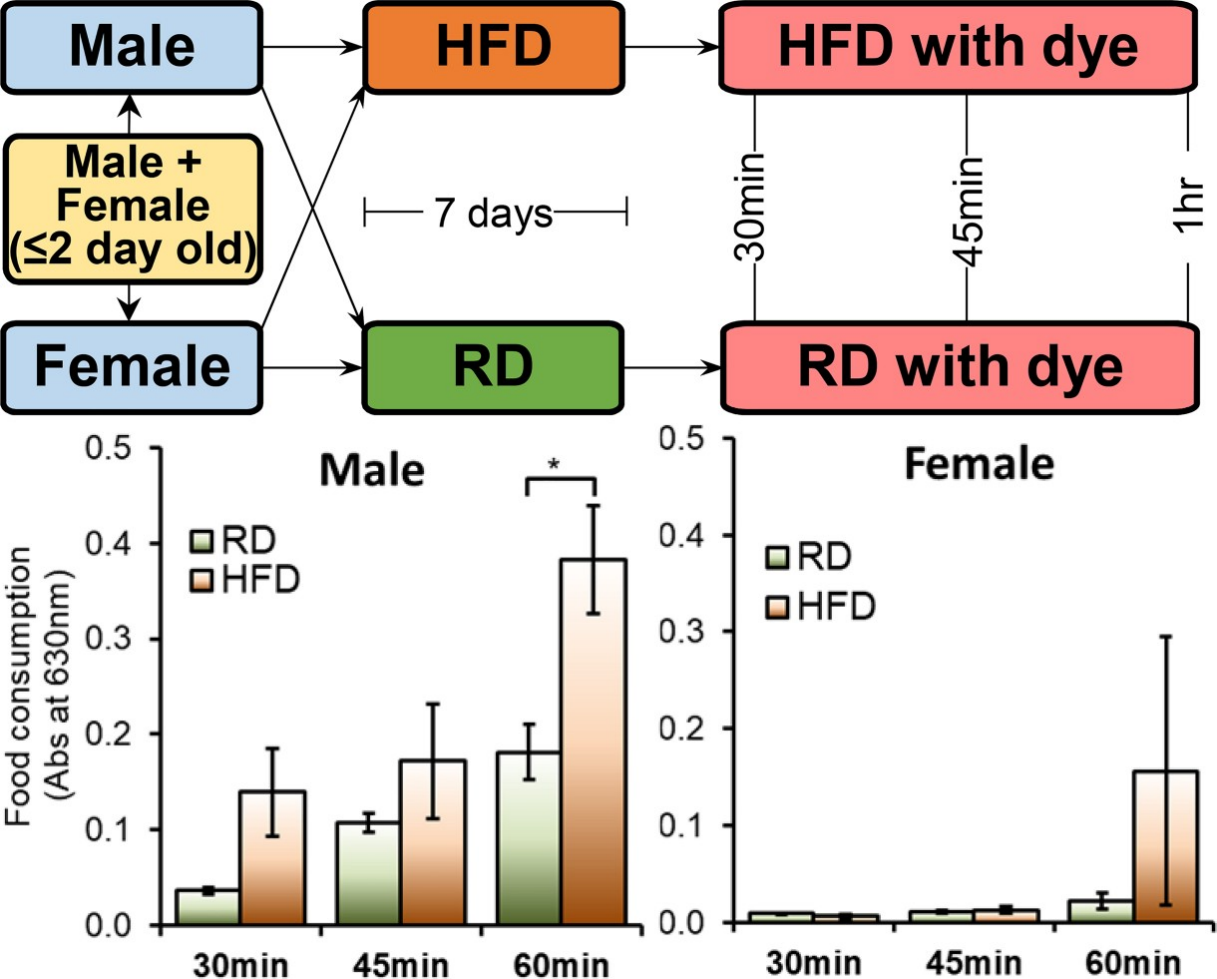
High fat diet induced hyperphagia in both males and females. (A) Schematic of the quantification of food consumption. The amount of food consumed by (B) males and (C) females that were chronically fed on a RD and a HFD. Food intake was measured at indicated time points.

## Discussion

In the current study, we demonstrate that consumption of a HFD leads to diverse gene expression patterns in the heads and bodies of *D*. *melanogaster*. To our knowledge, this is the first comprehensive study that identified transcriptome changes in the heads and bodies of both males and females under normal condition and after the consumption of a HFD. 

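Male and female bodies on RD were compared by the same test. Of 13004 genes, 10978 (84.4%) had an adjusted p under 0.05, 6417 higher in males and 4561 higher in females. The count stayed within 10703 and 11028 when any 1 of the 6 RD libraries was left out. Over both diets, ribosomal RNA counts were 19.3 times higher in male than in female bodies. Sex and any difference in library preparation cannot be told apart in these counts. TMM takes most genes as unchanged, so with 84.4% called the split by direction is uncertain.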

Male and female comparisons of the body’s transcriptome are consistent with previous studies where a large number of genes (74.4%) are differentially expressed [38]. 

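In heads on RD, 788 of 10151 genes (7.76%) differed between males and females at an adjusted p under 0.05, 346 higher in males and 442 higher in females, and 3017 (29.7%) had an unadjusted p under 0.05. The count depended on single libraries: it was 5093 without male head RD 1, 278 without male RD 2, 105 without male RD 3, 56 without female head RD 2, 79 without female RD 3 and 171 without female RD 4. DESeq2 called 1665 genes. Over both diets, ribosomal RNA counts were 18.3 times higher in male than in female heads, so library preparation cannot be told apart from sex here either.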

Since the comparisons of differentially expressed genes in the heads of male and female flies at the basal level itself depicts a large number of genes (e.g., 3240 genes, p<0.05), our focus here is to decipher the effect of HFD on the head and on the body of males and females respectively.

### Alteration in fatty acid metabolism in female flies

A female-centric enrichment of gene expression in lipid metabolism both in heads and bodies were very interesting (Figs 3E and 4E). 

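In male heads Mtpalpha was at 75.5 ± 57.2 CPM on HFD and 103 ± 31.5 CPM on RD, a log2 fold change of -0.45 (SE 0.60). It was -1.20 without male head HFD 2, -0.01 without HFD 3 and -0.18 without RD 1. yip2 was at 99.8 ± 62.8 and 144 ± 32.6 CPM (-0.52, SE 0.51; -1.06 without HFD 2, -0.11 without HFD 3 and -0.33 without RD 1). CG12262 was at 111 ± 102 and 132 ± 86.8 CPM (-0.25, SE 0.72). Its value was -1.34 without HFD 2, -0.55 without RD 2 and -0.44 without RD 3, and it turned positive without HFD 3 (0.14), HFD 4 (0.06) or RD 1 (0.44). The difference between the sexes was -0.74 for Mtpalpha (SE 0.66), -0.89 for yip2 (SE 0.56) and -0.54 for CG12262 (SE 0.81), with unadjusted p of 0.282, 0.145 and 0.517.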

The core genes, i.e., common in all the GO categories of cluster 1, in HFD-treated female heads including *Mtpalpha* (Mitochondrial trifunctional protein (MTP) α subunit), *yip2* (yippee interacting protein 2) and *CG12262* (Medium-chain acyl-CoA dehydrogenase), all are upregulated (Fig 5B) only in the female heads and are involved in mitochondrial β-oxidation. For example, *Mtpalpha* catalyzes long-chain fatty acid β-oxidation [39], *yip2* is a target gene of hepatocyte nuclear factor 4 (*Hnf4*) involved in lipolysis [40] and the role of *CG12262* in medium-chain-acyl-CoA dehydrogenase activity is inferred from its sequence similarity with *ACADM* (Acyl-CoA Dehydrogenase Medium Chain). 

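On RD, Mtpalpha was lower in male than in female heads by a log2 difference of -0.88 (SE 0.21, adjusted p 0.0547 in edgeR's quasi-likelihood test). The difference was -0.49 for yip2 (SE 0.17, adjusted p 0.120) and -1.24 for CG12262 (SE 0.43, adjusted p 0.116). Sex and any difference in library preparation cannot be told apart in these values.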

As such, the baseline expression itself in female flies are high; it is further increased by the HFD treatment in the heads, which is intriguing. In contrast, in the males transcriptome analysis, the GO terms related to lipid metabolism were absent in the heads (Fig 3D). We have previously noted that female HFD-fed flies have a significantly altered fatty acid, amino acid, and carbohydrate metabolism [33]. The current study further depicts an efficient β-oxidation in the female heads.

To our knowledge, this is the first study reporting HFD-induced sex disparities at the transcriptomic levels in the heads. Although there are reports showing sex differences in susceptibility to weight gain in higher animals, e.g., mice and humans [41–44], it will be speculative at this stage to have any correlation. However, future studies can use our current findings to prioritize candidate genes.

### Decreased expression of stress response genes in males

Our transcriptomic analysis reveals HFD-induced male-specific enrichment of stress and innate immune response related GO terms. 

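In female heads TotA was at 413 ± 156 CPM on HFD and 379 ± 63.6 CPM on RD, a log2 fold change of 0.12 (SE 0.24). The value was -0.23 without female head HFD 2, 0.28 without HFD 3, 0.26 without HFD 4, -0.00013 without RD 3 and 0.24 without RD 4. TotC was at 132 ± 74.9 and 111 ± 21.6 CPM (0.26, SE 0.33), and its value was -0.31 without HFD 2, 0.46 without HFD 3, 0.49 without HFD 4, 0.11 without RD 3 and 0.39 without RD 4. TotM was at 51.4 ± 28.8 and 33.9 ± 17.3 CPM (0.60, SE 0.42; 0.04 without HFD 2, 0.33 without RD 3 and 1.08 without RD 4). The difference between the sexes was -1.43 for TotA (SE 0.35), -1.60 for TotC (SE 0.52) and -1.50 for TotM (SE 0.65), each with an adjusted p of 0.907 over 10527 genes; the unadjusted p of TotA was 0.0018. On RD the 3 genes were lower in male than in female heads, with log2 differences of -0.77 (TotA), -1.64 (TotC) and -3.26 (TotM) and adjusted p of 0.0306, 0.0279 and 0.0120 in edgeR's test. Any difference in library preparation between the sexes cannot be told apart from these RD differences.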

We found that all the genes in this cluster were significantly downregulated in the male heads but were unaffected in females. This includes *Turandot* genes, e.g., *TotA*, *TotC*, *TotM*, which are usually induced in response to a variety of stresses, including heat, mechanical stress, ROS, and bacteria [45]. In our previous study, we found that HFD in female flies had a detrimental effect on lifespan and stress tolerance, e.g., anoxia, cold and starvation [32] while the effect on male flies related to these phenotypes were not known. The male specific downregulation of *Turandot* genes is intriguing because this was present in only two other instances, one in DDT resistant strains [46] and the other in flies with overexpression in longevity genes [47]. Therefore, we believe that our current transcriptomic analysis provides data on the HFD-induced gender difference in stress response.

### Attenuated glycoside hydrolases activity in the male body

We also observed a male-specific glycoside hydrolase enrichment in our current study (cluster 2 and cluster 4, Fig 4B) where the genes of these clusters were significantly downregulated. The glucoside hydrolases are an important group of enzymes involved in carbohydrate metabolism [48]. One interesting viewpoint that emerged from this analysis is related to male gametogenesis. Gamete binding, i.e., sperm-egg interaction, is a carbohydrate-dependent event and glycosidase are also reported to be present on the surface of fly spermatozoa [49]. The candidate genes identified in this current study that are related to glycosidase activity may directly influence sperm quality and function, as the dietary fat is known to impair spermatogenesis [50] and lead to infertility in male obesity [51]. For example, subgroup of Lysosomal α-mannosidase genes *LManIII*, *LManIV*, *LManV* and *LManVI* (part of cluster 2 and 4) were all downregulated in the HFD males. Therefore, lower levels of these enzymes post HFD treatment indicates scarce enzyme-substrate complex formation involved in sperm-egg interaction in Drosophila [49].

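In male bodies LManIII (CG9463 in the count tables) was at 3.40 ± 0.481 CPM on HFD and 29.3 ± 38.7 CPM on RD, a log2 fold change of -3.10 (SE 1.03). LManV (CG9466) was at 3.38 ± 2.41 and 64.4 ± 97.1 CPM (-4.26, SE 1.41), and LManVI (CG9468) at 11.3 ± 5.05 and 127 ± 177 CPM (-3.49, SE 1.14). Their adjusted p was 0.944 each. The fold changes rest largely on male body RD 2: without it they were -1.02, -1.31 and -1.14. LManIV (CG9465) had at most 1 count in each HFD library and 4 to 88 counts in the RD libraries; the filter left it out, and DESeq2, which tested it, called it. Reads shared between these similar copies leave the split between them uncertain.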

### Differential expression of fat body specific genes

In the adults, a vast majority of lipids are stored in the adult fat body and are mobilized or accumulated to maintain a supply and demand equilibrium [52]. When fed a HFD, flies accumulate excess fat in both fat body and non-adipose tissue [34]. Therefore, the fat body is an important tissue when exploring HFD responses in *Drosophila*. We noted that only four genes were common under all the HFD conditions, i.e., differentially expressed in the head and body of males and females. These were *Lsp2* (larval serum protein 2) and *Gnmt* (Glycine N-methyltransferase) downregulated and *Cyp4e3* (Cytochrome P450 4e3) and *CG5953* are both upregulated. *Lsp2* gene is specifically expressed in the fat body of larvae and in the head’s fat body of the adult flies [53]. Transcription of Lsp2 is induced by steroid hormone, 20-hydroxyecdysone (20E), during third instar larvae that elicits metamorphosis [54]. Sparse reports in the adult flies indicate Lsp2’s role in activation of yolk protein (YP) genes both in female and male flies [55, 56]. Interestingly, despite being the reporter gene of the fat body, especially in the adult, its role in fat metabolism is lacking. We believe that the downregulation could be due to reduced lipolysis under high fat condition. This is supported by the fact that 20E, which stimulate Lsp2, is known to induce fat body lipolysis [57]. On the contrary, its expression is reportedly increased to >3 fold in a fly model with defective ability to breakdown dietary lipid i.e., when there is low TG in the fat body [58]. *Gnmt* is yet another gene in the heads of *Drosophila* that is fat-body specific [59, 60]. Interestingly, loss of *Gnmt* resulted in TG reduction indicating its important role in maintaining the proper levels of TG [60]. In an unrelated study, this gene was reportedly upregulated in the male heads post mating [59]. C*yp4e3* gene expression was also high in the adult fat body along with Malpighian tubules [61]. Its role in lipid accumulation is discussed here. The function of fourth gene *CG5953* is not known and future studies can focus on its role in lipid metabolism. The *takeout* is also a fat body-specific gene and is upregulated in both male and female heads post HFD treatment. Interestingly we saw an inverse correlation between *takeout* and *Lsp2* fold change. 

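Changes of takeout and Lsp2 had opposite signs in the heads of both sexes and in female bodies, where takeout had a log2 fold change of 0.41 (SE 0.34, adjusted p 0.936 in edgeR's test) and Lsp2 a negative one. In male bodies Lsp2 fell and takeout was at 0.01 (SE 0.21). With 4 comparisons, no correlation was computed.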

There are other instances where these two genes behave in a similar way [62].

### Correlation between lipid accumulation and *Cyp4e3* upregulation

Apart from the sex-specific differences, we also report here few fundamental HFD responses that are unrelatedly to sex or tissue specificity. We observed that *Cyp4e3* of cytochrome P450 family (CYPs) was among the top up-regulated genes in the heads (P<0.0001) and bodies (P<0.05) of both males and females in HFD. CYPs belong to a large family of diverse NADPH-dependent mono-oxygenases, conserved from bacteria to human that catalyzes chemical reactions involved in detoxification of foreign compounds and metabolism of endogenous compounds, including fatty acids. In *Drosophila*, *Cyp4e3* is among a few genes that were expressed in all three key metabolic tissues i.e., fat body, midgut and malpighian tubules, of feeding but not wandering third instar larvae [63]. Functionally, *Cyp4e3* plays an important role in regulating antioxidant function. The expression significantly increases on exposure to ethanol, H_2_O_2_, paraquat or insecticides [61, 64] or high sugar diet [65].

Interestingly, previous studies had not discovered a direct relationship between lipid accumulation and *Cyp4e3* upregulation. Whether it is ethanol exposure [64], high-sugar-fed larvae [65, 66] or exposure to permethrin [61, 67], all conditions show lipid accumulation and *Cyp4e3* upregulation but have overlooked this important relationship. This important observation was further supported by evidence in *Cyp4v3* (mouse ortholog) knockout mice (*Cyp4v3*^*−/−*^) and patients with mutations in *CYP4V2* (human ortholog) where a systemic dyslipidemia and a decreased metabolism of labeled fatty acid were detected [68]. And finally the formation of fused lipid droplet, fat storing cell organelles, in *Caenorhabditis elegans* ortholog *cyp-37A1* mutants [69] clearly illustrates our claim. In addition, an inverse correlation between *Cyp4e3* and *TotA* is also intriguing because the relationship is consistently maintained in permethrin-treated flies and also in *Cyp4e3* knockdown flies [61]. 

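In bodies Cyp4e3 rose in both sexes, while TotA fell by 1.16 in males (SE 0.36) and rose by 0.22 in females (SE 0.24). The adjusted p of TotA was 0.944 in male and 0.936 in female bodies.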

Overall the available evidence points us to believe that the upregulation of *Cyp4e3* is universal and directly related to lipid accumulation or alteration in lipid metabolism.

### HFD mimics starvation related transcriptional change in the heads

This study also demonstrated HFD-induced upregulation of *takeout* gene in the heads of male and female flies (Fig 5A and 5B). 

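takeout (to, FBgn0039298) was at 120 ± 50.1 CPM on HFD and 42.6 ± 11.6 CPM on RD in male heads, a log2 fold change of 1.49 (SE 0.38). In female heads it was at 152 ± 33.1 and 94.0 ± 18.4 CPM (0.69, SE 0.18). Every HFD library was above every RD library in both. The adjusted p was 0.809 in males and 1.00 in females, and DESeq2 called takeout in female heads. The difference between the sexes was 0.80, with an unadjusted p of 0.111.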

A striking similarity of *takeout* upregulation in the heads is also reported as a result of starvation in the larvae [70]. Furthermore, in the adult flies the *takeout* mutant shows lower food intake post starvation [71]. Given that this gene is expressed in the head, cardia, crop, and antennae, and is known to regulate circadian rhythm and locomotor activity related to feeding behavior [70–72], we believe the possibility of this gene having a role in hyperphagic behavior. More importantly, since we know that both starvation and HFD induce hyperphagia in murines and humans [73, 74], the identification of gene with similar function to that of *takeout* in the mammals would be important.

## Conclusion

In the current study we used a comprehensive transcriptome analysis to explore both pervasive and sexually dimorphic alterations in the heads and in the bodies of flies with high dietary fat intake. There were distinct genes in the males and females that were activated by HFD but both converged to influence similar biological processes. Among the sexually dimorphic features, we show that the consumption of HFD leads to i) a female-centric enhancement of lipid metabolism and ii) a male-centric robust downregulation of genes related to stress response in the heads and downregulation of genes related to glycosidase activity in the bodies. It is also interesting to note that certain metabolic activities are sexually dimorphic even in the heads. However, the revelation that only males had stress response genes differentially expressed in their heads due to HFD is quite intriguing. The non-dimorphic observations include fat body specific genes differentially expressed, plausibly to regulate lipid homeostasis, and also a strong correlation between the *takeout* gene and hyperphagic behavior. Overall, our findings on transcriptional changes in flies to HFD can facilitate human studies investigating HFD-induced phenotype including obesity.

## Supporting information

S1 Fig Transcripts detected by RNA-Seq in the HFD versus RD treated males and females *D*. *melanogaster*. Scatterplots depicts the expression levels (TPM) of the entire transcriptome of the heads (A and B) and bodies (C and D) of males (A and C) and females (B and D) flies kept on HFD (Y-axis) versus RD (X-axis). *P*<0.001, red dots; 0.05<P<0.001, blue dots.
(TIF) Click here for additional data file.

S2 Fig Differentially expressed genes in the body. A) Male body’s 130 differentially expressed genes at P<0.01. The 45 top ranked differentially expressed genes at P<0.001 are in the box. B) The female body’s 92 differentially expressed genes at P<0.01. The 22 top ranked differentially expressed genes at P<0.001 are in the box.
(TIF) Click here for additional data file.

S1 Table Annotation Cluster analysis of the differentially expressed genes of males and females heads. (XLSX) Click here for additional data file.

S2 Table Annotation Cluster analysis of the differentially expressed genes of males and females bodies. (XLSX) Click here for additional data file.

S3 Table RT-PCR validation of the randomly selected gene from the top ranked differentially expressed genes detected from RNA-seq analysis in the head and body of males and females respectively. (XLSX) Click here for additional data file.

## References

[1] WangDD, LiY, ChiuveSE, StampferMJ, MansonJE, RimmEB, et al Association of Specific Dietary Fats With Total and Cause-Specific Mortality. JAMA Intern Med. 2016;176(8):1134–45. 10.1001/jamainternmed.2016.2417 27379574PMC5123772

[2] WillettWC. Dietary fats and coronary heart disease. J Intern Med. 2012;272(1):13–24. 10.1111/j.1365-2796.2012.02553.x .22583051

[3] ZongG, LiY, WandersAJ, AlssemaM, ZockPL, WillettWC, et al Intake of individual saturated fatty acids and risk of coronary heart disease in US men and women: two prospective longitudinal cohort studies. BMJ. 2016;355:i5796 10.1136/bmj.i5796 www.icmje.org/coi_disclosure.pdf and declare: support from the National Institutes of Health for the submitted work; GZ is supported by a postdoctoral fellowship funded by Unilever R&D, Vlaardingen, Netherlands; AJW, MA, and PLZ are employees of Unilever R&D (Unilever is a producer of food consumer products); FBH has received research support from California Walnut Commission and Metagenics; no other relationships or activities that could appear to have influenced the submitted work.27881409PMC5121105

[4] YoonPW, BastianB, AndersonRN, CollinsJL, JaffeHW, Centers for DiseaseC, et al Potentially preventable deaths from the five leading causes of death—United States, 2008–2010. MMWR Morb Mortal Wkly Rep. 2014;63(17):369–74. 24785982PMC4584887

[5] Della VedovaMC, MunozMD, SantillanLD, Plateo-PignatariMG, GermanoMJ, Rinaldi TosiME, et al A Mouse Model of Diet-Induced Obesity Resembling Most Features of Human Metabolic Syndrome. Nutr Metab Insights. 2016;9:93–102. 10.4137/NMI.S32907 27980421PMC5140012

[6] PhillipsCM, Kesse-GuyotE, McManusR, HercbergS, LaironD, PlanellsR, et al High dietary saturated fat intake accentuates obesity risk associated with the fat mass and obesity-associated gene in adults. J Nutr. 2012;142(5):824–31. 10.3945/jn.111.153460 .22457394

[7] Collaboration NCDRF. Worldwide trends in body-mass index, underweight, overweight, and obesity from 1975 to 2016: a pooled analysis of 2416 population-based measurement studies in 128.9 million children, adolescents, and adults. Lancet. 2017;390(10113):2627–42. 10.1016/S0140-6736(17)32129-3 .29029897PMC5735219

[8] Centers for Disease Control and Prevention. National Center for Chronic Disease Prevention and Health Promotion, Division of Nutrition, Physical Activity, and Obesity. Centers for Disease Control and Prevention. 2017.

[9] FlegalKM, Kruszon-MoranD, CarrollMD, FryarCD, OgdenCL. Trends in Obesity Among Adults in the United States, 2005 to 2014. JAMA. 2016;315(21):2284–91. 10.1001/jama.2016.6458 .27272580PMC11197437

[10] CollaboratorsGBDO, AfshinA, ForouzanfarMH, ReitsmaMB, SurP, EstepK, et al Health Effects of Overweight and Obesity in 195 Countries over 25 Years. The New England journal of medicine. 2017;377(1):13–27. 10.1056/NEJMoa1614362 28604169PMC5477817

[11] EckelRH, KahnSE, FerranniniE, GoldfineAB, NathanDM, SchwartzMW, et al Obesity and type 2 diabetes: what can be unified and what needs to be individualized? The Journal of clinical endocrinology and metabolism. 2011;96(6):1654–63. 10.1210/jc.2011-0585 21602457PMC3206399

[12] Emerging Risk FactorsC, WormserD, KaptogeS, Di AngelantonioE, WoodAM, PennellsL, et al Separate and combined associations of body-mass index and abdominal adiposity with cardiovascular disease: collaborative analysis of 58 prospective studies. Lancet. 2011;377(9771):1085–95. 10.1016/S0140-6736(11)60105-0 21397319PMC3145074

[13] Pearson-StuttardJ, ZhouB, KontisV, BenthamJ, GunterMJ, EzzatiM. Worldwide burden of cancer attributable to diabetes and high body-mass index: a comparative risk assessment. Lancet Diabetes Endocrinol. 2017 10.1016/S2213-8587(17)30366-2 .29195904PMC5805864

[14] WinocurG, GreenwoodCE. Studies of the effects of high fat diets on cognitive function in a rat model. Neurobiol Aging. 2005;26 Suppl 1:46–9. 10.1016/j.neurobiolaging.2005.09.003 .16219391

[15] ThalerJP, SchwartzMW. Minireview: Inflammation and obesity pathogenesis: the hypothalamus heats up. Endocrinology. 2010;151(9):4109–15. 10.1210/en.2010-0336 20573720PMC2940486

[16] JayaramanA, Lent-SchochetD, PikeCJ. Diet-induced obesity and low testosterone increase neuroinflammation and impair neural function. J Neuroinflammation. 2014;11:162 10.1186/s12974-014-0162-y ; PubMed Central PMCID: PMCPMC4190446.25224590PMC4190446

[17] SellbomKS, GunstadJ. Cognitive function and decline in obesity. J Alzheimers Dis. 2012;30 Suppl 2:S89–95. 10.3233/JAD-2011-111073 .22258511

[18] KalmijnS. Fatty acid intake and the risk of dementia and cognitive decline: a review of clinical and epidemiological studies. J Nutr Health Aging. 2000;4(4):202–7. .11115801

[19] MoserVA, PikeCJ. Obesity and sex interact in the regulation of Alzheimer's disease. Neurosci Biobehav Rev. 2016;67:102–18. 10.1016/j.neubiorev.2015.08.021 26708713PMC4912955

[20] WilliamsonR, McNeillyA, SutherlandC. Insulin resistance in the brain: an old-age or new-age problem? Biochemical pharmacology. 2012;84(6):737–45. 10.1016/j.bcp.2012.05.007 .22634336

[21] LangdonKD, ClarkeJ, CorbettD. Long-term exposure to high fat diet is bad for your brain: exacerbation of focal ischemic brain injury. Neuroscience. 2011;182:82–7. 10.1016/j.neuroscience.2011.03.028 .21435380

[22] FreemanLR, Haley-ZitlinV, RosenbergerDS, GranholmAC. Damaging effects of a high-fat diet to the brain and cognition: a review of proposed mechanisms. Nutr Neurosci. 2014;17(6):241–51. 10.1179/1476830513Y.0000000092 24192577PMC4074256

[23] PistellPJ, MorrisonCD, GuptaS, KnightAG, KellerJN, IngramDK, et al Cognitive impairment following high fat diet consumption is associated with brain inflammation. J Neuroimmunol. 2010;219(1–2):25–32. 10.1016/j.jneuroim.2009.11.010 20004026PMC2823983

[24] SharmaS, FultonS. Diet-induced obesity promotes depressive-like behaviour that is associated with neural adaptations in brain reward circuitry. Int J Obes (Lond). 2013;37(3):382–9. 10.1038/ijo.2012.48 .22508336

[25] Valladolid-AcebesI, FoleA, MartinM, MoralesL, CanoMV, Ruiz-GayoM, et al Spatial memory impairment and changes in hippocampal morphology are triggered by high-fat diets in adolescent mice. Is there a role of leptin? Neurobiol Learn Mem. 2013;106:18–25. 10.1016/j.nlm.2013.06.012 .23820496

[26] YangJL, LiuX, JiangH, PanF, HoCS, HoRC. The Effects of High-fat-diet Combined with Chronic Unpredictable Mild Stress on Depression-like Behavior and Leptin/LepRb in Male Rats. Sci Rep. 2016;6:35239 10.1038/srep35239 27739518PMC5064321

[27] Le FollC, LevinBE. Fatty acid-induced astrocyte ketone production and the control of food intake. Am J Physiol Regul Integr Comp Physiol. 2016;310(11):R1186–92. 10.1152/ajpregu.00113.2016 27122369PMC4935491

[28] WangGJ, VolkowND, TelangF, JayneM, MaY, PradhanK, et al Evidence of gender differences in the ability to inhibit brain activation elicited by food stimulation. Proceedings of the National Academy of Sciences of the United States of America. 2009;106(4):1249–54. 10.1073/pnas.0807423106 19164587PMC2633545

[29] MuellerK, AnwanderA, MollerHE, HorstmannA, LepsienJ, BusseF, et al Sex-dependent influences of obesity on cerebral white matter investigated by diffusion-tensor imaging. PloS one. 2011;6(4):e18544 10.1371/journal.pone.0018544 ; PubMed Central PMCID: PMCPMC3073967.21494606PMC3073967

[30] UdoT, GriloCM, McKeeSA. Gender differences in the impact of stressful life events on changes in body mass index. Prev Med. 2014;69:49–53. 10.1016/j.ypmed.2014.08.036 ; PubMed Central PMCID: PMCPMC4312235.25204986PMC4312235

[31] BekhbatM, NeighGN. Sex differences in the neuro-immune consequences of stress: Focus on depression and anxiety. Brain Behav Immun. 2018;67:1–12. 10.1016/j.bbi.2017.02.006 28216088PMC5559342

[32] HeinrichsenET, HaddadGG. Role of high-fat diet in stress response of Drosophila. PloS one. 2012;7(8):e42587 10.1371/journal.pone.0042587 22870336PMC3411628

[33] HeinrichsenET, ZhangH, RobinsonJE, NgoJ, DiopS, BodmerR, et al Metabolic and transcriptional response to a high-fat diet in Drosophila melanogaster. Molecular metabolism. 2014;3(1):42–54. Epub 2014/02/26. 10.1016/j.molmet.2013.10.003 24567903PMC3929909

[34] BirseRT, ChoiJ, ReardonK, RodriguezJ, GrahamS, DiopS, et al High-fat-diet-induced obesity and heart dysfunction are regulated by the TOR pathway in Drosophila. Cell Metab. 2010;12(5):533–44. 10.1016/j.cmet.2010.09.014 21035763PMC3026640

[35] PrussingK, VoigtA, SchulzJB. Drosophila melanogaster as a model organism for Alzheimer's disease. Mol Neurodegener. 2013;8:35 10.1186/1750-1326-8-35 ; PubMed Central PMCID: PMCPMC4222597.24267573PMC4222597

[36] JeibmannA, PaulusW. Drosophila melanogaster as a model organism of brain diseases. Int J Mol Sci. 2009;10(2):407–40. 10.3390/ijms10020407 19333415PMC2660653

[37] BierE., Drosophila the golden bug, emerges as a tool for human genetics. Nat Rev Genet. 2005;6(1):9–23. 10.1038/nrg1503 .15630418

[38] AyrolesJF, CarboneMA, StoneEA, JordanKW, LymanRF, MagwireMM, et al Systems genetics of complex traits in Drosophila melanogaster. Nature genetics. 2009;41(3):299–307. 10.1038/ng.332 19234471PMC2752214

[39] KishitaY, TsudaM, AigakiT. Impaired fatty acid oxidation in a Drosophila model of mitochondrial trifunctional protein (MTP) deficiency. Biochemical and biophysical research communications. 2012;419(2):344–9. 10.1016/j.bbrc.2012.02.026 .22342726

[40] SellinJ, WingenC, GosejacobD, SenyilmazD, HanschkeL, ButtnerS, et al Dietary rescue of lipotoxicity-induced mitochondrial damage in Peroxin19 mutants. PLoS Biol. 2018;16(6):e2004893 10.1371/journal.pbio.2004893 29920513PMC6025876

[41] GanzM, CsakT, SzaboG. High fat diet feeding results in gender specific steatohepatitis and inflammasome activation. World J Gastroenterol. 2014;20(26):8525–34. 10.3748/wjg.v20.i26.8525 25024607PMC4093702

[42] BenzV, BlochM, WardatS, BohmC, MaurerL, MahmoodzadehS, et al Sexual dimorphic regulation of body weight dynamics and adipose tissue lipolysis. PloS one. 2012;7(5):e37794 10.1371/journal.pone.0037794 ; PubMed Central PMCID: PMCPMC3360591.22662224PMC3360591

[43] GupteM, ThatcherSE, Boustany-KariCM, ShoemakerR, YiannikourisF, ZhangX, et al Angiotensin converting enzyme 2 contributes to sex differences in the development of obesity hypertension in C57BL/6 mice. Arterioscler Thromb Vasc Biol. 2012;32(6):1392–9. 10.1161/ATVBAHA.112.248559 22460555PMC3355213

[44] HortonTJ, DowS, ArmstrongM, DonahooWT. Greater systemic lipolysis in women compared with men during moderate-dose infusion of epinephrine and/or norepinephrine. J Appl Physiol (1985). 2009;107(1):200–10. 10.1152/japplphysiol.90812.2008 19407251PMC2711790

[45] EkengrenS, TryseliusY, DushayMS, LiuG, SteinerH, HultmarkD. A humoral stress response in Drosophila. Current biology: CB. 2001;11(18):1479 .1156611010.1016/s0960-9822(01)00452-3

[46] SeongKM, CoatesBS, SunW, ClarkJM, PittendrighBR. Changes in Neuronal Signaling and Cell Stress Response Pathways are Associated with a Multigenic Response of Drosophila melanogaster to DDT Selection. Genome Biol Evol. 2017;9(12):3356–72. 10.1093/gbe/evx252 29211847PMC5737697

[47] MoskalevA, ShaposhnikovM, ProshkinaE, BelyiA, FedintsevA, ZhikrivetskayaS, et al The influence of pro-longevity gene Gclc overexpression on the age-dependent changes in Drosophila transcriptome and biological functions. BMC Genomics. 2016;17(Suppl 14):1046 10.1186/s12864-016-3356-0 28105938PMC5249042

[48] OakesND, CooneyGJ, CamilleriS, ChisholmDJ, KraegenEW. Mechanisms of liver and muscle insulin resistance induced by chronic high-fat feeding. Diabetes. 1997;46(11):1768–74. .935602410.2337/diab.46.11.1768

[49] CattaneoF, PasiniME, PerottiME. Glycosidases are present on the surface of Drosophila melanogaster spermatozoa. Mol Reprod Dev. 1997;48(2):276–81. 10.1002/(SICI)1098-2795(199710)48:2<276::AID-MRD16>3.0.CO;2-W .9291478

[50] MuY, YanWJ, YinTL, ZhangY, LiJ, YangJ. Diet-induced obesity impairs spermatogenesis: a potential role for autophagy. Sci Rep. 2017;7:43475 10.1038/srep43475 ; PubMed Central PMCID: PMCPMC5343591.28276438PMC5343591

[51] AndersenJM, HerningH, AschimEL, HjelmesaethJ, MalaT, HanevikHI, et al Body Mass Index Is Associated with Impaired Semen Characteristics and Reduced Levels of Anti-Mullerian Hormone across a Wide Weight Range. PloS one. 2015;10(6):e0130210 10.1371/journal.pone.0130210 26067627PMC4466334

[52] KuhnleinRP. Thematic review series: Lipid droplet synthesis and metabolism: from yeast to man. Lipid droplet-based storage fat metabolism in Drosophila. J Lipid Res. 2012;53(8):1430–6. 10.1194/jlr.R024299 22566574PMC3540836

[53] BenesH, SpiveyDW, MilesJ, NealK, EdmondsonRG. Fat-body-specific expression of the Drosophila Lsp-2 gene. SAAS Bull Biochem Biotechnol. 1990;3:129–33. .1369981

[54] TelferWH, KunkelJG. The function and evolution of insect storage hexamers. Annu Rev Entomol. 1991;36:205–28. 10.1146/annurev.en.36.010191.001225 .2006868

[55] JowettT, PostlethwaitJH. Hormonal regulation of synthesis of yolk proteins and a larval serum protein (LSP2) in Drosophila. Nature. 1981;292(5824):633–5. .725435710.1038/292633a0

[56] BownesM, BlairM, KozmaR, DempsterM. 20-hydroxyecdysone stimulates tissue-specific yolk-protein gene transcription in both male and female Drosophila. J Embryol Exp Morphol. 1983;78:249–68. .6198419

[57] WangS, LiuS, LiuH, WangJ, ZhouS, JiangRJ, et al 20-hydroxyecdysone reduces insect food consumption resulting in fat body lipolysis during molting and pupation. J Mol Cell Biol. 2010;2(3):128–38. 10.1093/jmcb/mjq006 .20430856

[58] SieberMH, ThummelCS. The DHR96 nuclear receptor controls triacylglycerol homeostasis in Drosophila. Cell Metab. 2009;10(6):481–90. 10.1016/j.cmet.2009.10.010 19945405PMC2803078

[59] EllisLL, CarneyGE. Mating alters gene expression patterns in Drosophila melanogaster male heads. BMC Genomics. 2010;11:558 10.1186/1471-2164-11-558 20937114PMC3091707

[60] ObataF, KuranagaE, TomiokaK, MingM, TakeishiA, ChenCH, et al Necrosis-driven systemic immune response alters SAM metabolism through the FOXO-GNMT axis. Cell Rep. 2014;7(3):821–33. 10.1016/j.celrep.2014.03.046 .24746817

[61] TerhzazS, CabreroP, BrinzerRA, HalbergKA, DowJA, DaviesSA. A novel role of Drosophila cytochrome P450-4e3 in permethrin insecticide tolerance. Insect Biochem Mol Biol. 2015;67:38–46. 10.1016/j.ibmb.2015.06.002 26073628PMC4673087

[62] BauerJ, AntoshM, ChangC, SchorlC, KolliS, NerettiN, et al Comparative transcriptional profiling identifies takeout as a gene that regulates life span. Aging (Albany NY). 2010;2(5):298–310. 10.18632/aging.100146 20519778PMC2898020

[63] ChungH, SztalT, PasrichaS, SridharM, BatterhamP, DabornPJ. Characterization of Drosophila melanogaster cytochrome P450 genes. Proceedings of the National Academy of Sciences of the United States of America. 2009;106(14):5731–6. 10.1073/pnas.0812141106 19289821PMC2667016

[64] Logan-GarbischT, BortolazzoA, LuuP, FordA, DoD, KhodabakhshiP, et al Developmental ethanol exposure leads to dysregulation of lipid metabolism and oxidative stress in Drosophila. G3 (Bethesda). 2014;5(1):49–59. 10.1534/g3.114.015040 25387828PMC4291469

[65] MusselmanLP, FinkJL, RamachandranPV, PattersonBW, OkunadeAL, MaierE, et al Role of fat body lipogenesis in protection against the effects of caloric overload in Drosophila. The Journal of biological chemistry. 2013;288(12):8028–42. 10.1074/jbc.M112.371047 23355467PMC3605622

[66] MusselmanLP, FinkJL, NarzinskiK, RamachandranPV, HathiramaniSS, CaganRL, et al A high-sugar diet produces obesity and insulin resistance in wild-type Drosophila. Disease models & mechanisms. 2011;4(6):842–9. 10.1242/dmm.007948 ; PubMed Central PMCID: PMCPMC3209653.21719444PMC3209653

[67] XiaoX, QiW, ClarkJM, ParkY. Permethrin potentiates adipogenesis via intracellular calcium and endoplasmic reticulum stress-mediated mechanisms in 3T3-L1 adipocytes. Food Chem Toxicol. 2017;109(Pt 1):123–9. 10.1016/j.fct.2017.08.049 .28870683

[68] LockhartCM, NakanoM, RettieAE, KellyEJ. Generation and characterization of a murine model of Bietti crystalline dystrophy. Invest Ophthalmol Vis Sci. 2014;55(9):5572–81. 10.1167/iovs.13-13717 25118264PMC4160072

[69] LiS, LiQ, KongY, WuS, CuiQ, ZhangM, et al Specific regulation of thermosensitive lipid droplet fusion by a nuclear hormone receptor pathway. Proceedings of the National Academy of Sciences of the United States of America. 2017;114(33):8841–6. 10.1073/pnas.1704277114 28760992PMC5565433

[70] Sarov-BlatL, SoWV, LiuL, RosbashM. The Drosophila takeout gene is a novel molecular link between circadian rhythms and feeding behavior. Cell. 2000;101(6):647–56. .1089265110.1016/s0092-8674(00)80876-4

[71] MeunierN, BelgacemYH, MartinJR. Regulation of feeding behaviour and locomotor activity by takeout in Drosophila. J Exp Biol. 2007;210(Pt 8):1424–34. 10.1242/jeb.02755 .17401125

[72] SoWV, Sarov-BlatL, KotarskiCK, McDonaldMJ, AlladaR, RosbashM. takeout, a novel Drosophila gene under circadian clock transcriptional regulation. Molecular and cellular biology. 2000;20(18):6935–44. 1095868910.1128/mcb.20.18.6935-6944.2000PMC88769

[73] WarwickZS, WeingartenHP. Determinants of high-fat diet hyperphagia: experimental dissection of orosensory and postingestive effects. The American journal of physiology. 1995;269(1 Pt 2):R30–7. 10.1152/ajpregu.1995.269.1.R30 .7631900

[74] DullooAG, JacquetJ, GirardierL. Poststarvation hyperphagia and body fat overshooting in humans: a role for feedback signals from lean and fat tissues. Am J Clin Nutr. 1997;65(3):717–23. 10.1093/ajcn/65.3.717 .9062520

How the deposited data were processed for this re-analysis (not part of the article)

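The data are from RNA sequencing of heads and bodies of w1118 males and females kept on RD or HFD for 7 days, in 24 libraries: 3 for each combination of sex, tissue and diet. The replicate numbers on the labels are 2, 3 and 4 for HFD males, 1, 2 and 3 for RD males, and 2, 3 and 4 for females on both diets. The unit of the tables that the authors deposited is counts: whole numbers of reads per gene for 16727 genes, not normalized, with 1 column of gene lengths in each table. By the paper's methods, libraries were made with Illumina's TruSeq Stranded mRNA kit, sequenced as paired reads on a HiSeq2500 and aligned with TopHat at default settings to the Illumina iGenome index. The methods name a mouse annotation for the gene models. The paper's statistics section names an analysis of variance for comparing groups, without saying whether it covers the RNA-seq data. The counting program, its version, its strand setting, its handling of reads that fit several genes, the fly genome build and the test for differential expression are not named in the paper's text. Near-identical genes (the Turandot genes, the LMan genes, PGRP-SC1a and PGRP-SC1b, the vitelline membrane genes and the ribosomal RNA pseudogenes) are therefore reported as uncertain in how their reads were split. Because the build is not named, no coordinates are given; the BDGP6 and Release 6 references were used only to match names. Of the 16727 symbols, 16524 matched an FBgn identifier and 203 did not.

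Total counts on genes, with M for mega, ranged from 13.4 to 25.7 M per library, with a median of 16.3 M in males and 19.7 M in females. The TMM factors ran from 0.80 (male head HFD 3) to 1.09. Intervals given for shares are 95% Wilson intervals and cover counting error only.

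All tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. The design was fixed before the data were examined, and so were the gene lists by family, most of the marker lists, the rule for named genes and the alternatives, except for the 3 alternatives and the marker lists identified as later additions. For each sex and tissue the 3 HFD libraries were compared with the 3 RD libraries by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest). Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), normalization was by TMM, and p was adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The SE of a log2 fold change is its size divided by the square root of the F statistic. The sex by diet interaction was tested in the 12 libraries of a tissue, and male RD against female RD in 6 libraries. Groups of 3 libraries were not tested for outlying libraries.

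Lists were tested by camera with a preset correlation of 0.01, with fry and an estimated correlation as alternatives. The 7 lists fixed by family were the Turandot, PGRP, glycoside hydrolase, beta-oxidation and eggshell genes, the lysosomal mannosidases alone (LMan, also in the glycoside hydrolase list) and the cytochrome P450 genes. Each list was run in all 4 comparisons and in the interaction of sex and diet in heads and bodies, and the first 5 were each set for 1 comparison in the design. Marker lists for other tissues were testis, accessory gland, ovarian germline, midgut, photoreceptor, fat body and flight muscle, and later additions were antennal receptors, antennal genes seen among the rises, ribosomal RNA pseudogenes, ribosomal proteins, small nuclear RNAs and histones. Genes in the paper's S1 and S2 Tables were matched by FBgn identifier. The named genes are every gene that the text names as changed, every gene of the S3 Table, members of the lists where these are discussed, and in each comparison the 3 largest rises and 3 largest falls past the threshold whose libraries do not overlap. Genes named outside this rule were chosen after their values were seen: those called by an alternative, the members of clusters and lists, and CG9701 in bodies.

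The alternatives were DESeq2, DESeq2 with shrunken fold changes (betaPrior), limma-voom, RLE size factors, total counts only, 4 other low-count filters (at least 1 count, at least 10 counts in every library, a mean CPM of at least 1 or a mean TPM of at least 1 in either diet), all libraries of a sex or tissue in 1 fit, the replicate number as a block, an unadjusted p under 0.05, and each library left out in turn. The 3 alternatives added after seeing the data were DESeq2 with shrunken fold changes at an unadjusted p under 0.05, the same with a mean TPM of at least 1 in both groups, and the log2 ratio of mean TPM. The splits of the 6 libraries of a comparison into 3 and 3 number 10; for results over both sexes, 100 splits were drawn with a fixed seed.

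The tests were also run on simulated data in which 200 genes were changed 4-fold and the spread between libraries was as estimated here. That spread was drawn for each gene independently, so shifts shared by many genes of a library were not simulated. The fit called, with an adjusted p under 0.05, 61% of these 200 genes in male heads, 100% in female heads, 91.5% in male bodies and 93.5% in female bodies. False calls made up 8.27, 6.54, 4.69 and 9.22% of all calls in these 4 comparisons. The interaction test called 68% of 200 genes in heads and 81.5% in bodies, and the comparison of the sexes 95% and 98.5%. The RT-PCR, triglyceride and feeding data are not analysed here, apart from the signs and sizes of the RT-PCR values in the S3 Table, and no pathway enrichment was repeated.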

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

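The results in this part were picked for a closer look, and explanations for them tested, only after the results were seen. edgeR's tests and the lists by family had been fixed before the data were examined. Groups of 3 libraries were not tested for outlying libraries, and the results here are differences between the sexes and 1 gene that the paper does not discuss.

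The response to HFD differed between the sexes in heads for 4 lists of genes, by camera on the interaction of sex and diet. The p was 3.93e-08 for the Turandot genes (4 of 4 lower in males, median difference -1.47), 3.05e-07 for the beta-oxidation genes (17 of 17 lower, -0.67), 0.00758 for the PGRP genes (8 of 8 lower, -0.41) and 0.0192 for the glycoside hydrolases (12 of 14 lower, -0.27). After Benjamini-Hochberg adjustment over the 14 tests of 7 lists in heads and bodies these were 5.50e-07, 2.14e-06, 0.0106 and 0.0245. The eggshell list gave 0.570, the lysosomal mannosidases 0.295 and the cytochrome P450 genes 0.0483 (adjusted 0.0563). With an estimated correlation the Turandot list (0.00873) and the PGRP list (0.0246) stayed under 0.05, and in fry the Turandot list alone did (0.0186; PGRP 0.0632, glycoside hydrolases 0.154, beta-oxidation 0.223). The scaling does not explain the direction: the medians of these 4 lists were negative with TMM, RLE size factors, total counts only, limma-voom, DESeq2 and all libraries in 1 fit. At least as small a p was given by 5 of 100 splits of the head libraries for the Turandot list, 9 for beta-oxidation, 11 for the glycoside hydrolases, 70 for the eggshell list, 27 for the mannosidases and 15 for the cytochrome P450 genes, so differences between replicates remain a possible explanation for these. For the PGRP list 1 of 100 splits, the real one, gave as small a p. Reads shared between Turandot copies stay open, since copies that share reads move together as genes with a common response do. Ribosomal protein genes varied with ribosomal RNA between male head libraries (Pearson -0.892), and whether such a difference in RNA composition also moved these lists was not tested. A response that differs by sex stays open for the Turandot and PGRP genes and was not tested further.

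In bodies 7 lists differed between the sexes. The camera p was 1.30e-05 for the glycoside hydrolases (18 of 22 lower in males, median difference -0.53), 3.46e-05 for the eggshell genes, 0.00127 for the Turandot genes (4 of 5 lower, -0.88), 0.00128 for beta-oxidation (15 of 17 lower, -0.19) and 0.00738 for PGRP (10 of 12 lower, -0.17). The adjusted values were 6.05e-05, 0.000121, 0.00299, 0.00299 and 0.0106. In fry the p was 0.259, 0.176, 0.136, 0.420 and 0.254, and with an estimated correlation 0.149, 0.0986, 0.0682, 0.338 and 0.165. Of 100 splits of the body libraries, 21 gave as small a p for the glycoside hydrolases, 23 for the eggshell genes, 16 for the Turandot genes, 39 for beta-oxidation and 17 for PGRP, so spread between replicates may account for each of them. The cytochrome P450 genes (52 of 78 lower, median difference -0.17) had a camera p of 0.00249 (adjusted 0.00497, fry 0.212, estimated correlation 0.196), which 29 of 100 splits reached, and the lysosomal mannosidases (4 of 5 lower, -0.59) one of 0.00559 (adjusted 0.00979, fry 0.333, estimated correlation 0.208), which 46 of 100 reached. Within a comparison, camera gave 3.28e-06 for the mannosidases in male bodies (5 of 5 lower on HFD; fry 0.214, estimated correlation 0.0971) and 0.000424 for the cytochrome P450 genes in female bodies (58 of 72 higher; fry 0.325, estimated correlation 0.350), while in male heads the P450 genes (40 of 66 lower) were under 0.05 in fry alone (0.0125; camera 0.0741, estimated correlation 0.0980). In the other comparisons neither list was under 0.05 in any of the 3 tests. The eggshell difference has no biological reading as a contrast, since 3 of the 21 eggshell genes were expressed enough to be tested in male bodies. The sign of the other 6 medians was the same under RLE size factors, total counts only, limma-voom, DESeq2 and all libraries in 1 fit. The sex difference itself is among the open explanations and was not tested beyond this.

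CG34220 changed in opposite directions in the bodies of the sexes. Its log2 fold change was -0.75 in males (SE 0.24) and 0.55 in females (SE 0.18; 0.35 without female body HFD 4), and in each sex the HFD and RD libraries did not overlap, where 10% is the chance share. The interaction was -1.26, with an unadjusted p of 0.00255 and an adjusted p of 1.00 over 13425 genes. CG9701 was at -0.53 in male bodies (SE 0.17) and 0.38 in female bodies (SE 0.19), with an interaction of -0.87 (unadjusted p 0.0055, adjusted p 1.00). CG9701 was chosen after its values were seen. Both fail the correction over all genes, and 44 of 100 splits of the body libraries gave at least as many genes with an unadjusted interaction p under 0.05 as the real one (427). A chance difference between libraries is therefore a candidate explanation for both, and a sex-specific response stays open and untested.

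CG32694 in female heads was the gene with an adjusted p under 0.05 in edgeR's test of the 4 comparisons, and the paper's text does not discuss it and its heatmap of female heads does not list it. Its log2 fold change was 1.16 (SE 0.09). In male heads the response was not shown to differ (interaction -0.43, unadjusted p 0.253). Of the 10 splits of the female head libraries, 2 gave at least as many called genes as the real one, which is among them; the other gave 497, so spread between libraries may produce a call of this kind. The call was lost without female head RD 2 or RD 4. No technical explanation specific to this gene was tested, and an effect of the diet stays open.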

How the results depend on the processing

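The alternatives were set before the data were examined, apart from 3 that were added after seeing the data and are named as such. Of the results set in the design, which do not include the split of rises and falls at an unadjusted p, none changed beyond its limit under limma-voom, RLE size factors, total counts only, at least 10 counts in every library, a mean CPM of at least 1 or a mean TPM of at least 1: all 20 results of each of these kept their direction and side of the threshold. Shares of rises among called genes have no value where 0 genes were called, and the interaction was not run with betaPrior in DESeq2.

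With DESeq2, the called genes numbered 9 in male heads, 7 in female heads, 27 in male bodies and 7 in female bodies, against 0, 1, 0 and 0 (144, 281, 490 and 358 at an unadjusted p under 0.05). It called 1 gene shared by the heads (hgo), 1665 genes for the sex difference on RD heads (788 in edgeR's test) and 1 gene for the interaction in heads (CG43679). With betaPrior the counts were 7, 6, 26 and 6, 1 shared head gene and 1650 for the sex difference in heads. The tests differ in how they estimate the spread from 3 libraries; the cause was not tested. The ratio of male to female widths was 1.21 in heads and reversed to 0.780 in bodies with DESeq2, and was 4.52 and 1.85 with betaPrior; the cause was not tested. With every gene that had at least 1 count, the ratio reversed to 0.989 in heads and 0.582 in bodies, and 2 genes were called in female heads (CG32694 and Cyp313a1); the setting adds genes with few counts, and which of them moved the ratio was not tested.

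With all libraries in 1 fit, 1 gene was called in female bodies (Vml) and 324 genes for the sex difference on RD heads; the cause was not tested. At an unadjusted p under 0.05 the counts were 144, 281, 490 and 358, with 23 shared head genes, 24 shared body genes, 3 in all 4 comparisons, 3017 for the sex difference in heads, and 131 and 427 for the interaction in heads and bodies; the looser threshold is the cause. DESeq2 with betaPrior at an unadjusted p under 0.05, added after seeing the data, gave 291, 208, 453 and 331 genes, 22 and 28 shared, 4 in all comparisons and 3239 for the sex difference. The same with a mean TPM of at least 1 in both groups, also added later, gave 170, 198, 421 and 320, then 20 and 25, 4, and 2752.

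The replicate numbers were not taken to pair HFD with RD libraries. In females the deviations of same-numbered HFD and RD libraries correlated at 0.0229, 0.403 and 0.347 in heads (mean of the others -0.130). In female bodies the values were 0.127, -0.0479 and -0.309 (others 0.0373). Male heads gave -0.747 and 0.310 (others 0.0728), and male bodies 0.465 and -0.150 (others -0.0504). A pairing by number is therefore not excluded in female heads, and the other comparisons were mixed. Between same-numbered head and body libraries the correlation was 0.848, 0.707 and 0.245 in males on HFD (mean of the others -0.291) and 0.103, 0.192 and 0.203 in females on HFD (others -0.0836). On RD it was -0.534, -0.334 and -0.0389 in males and -0.107, 0.0448 and 0.219 in females. The splits for genes in all 4 comparisons keep the head and body library of a number together. With the replicate number as a block, 2 genes were called in male heads (a5 and Os-C), 10 in female heads, 16 in male bodies, and 3832 for the sex difference on RD heads. The blocked fit gave 0 genes in female bodies (295 at an unadjusted p under 0.05).

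The split of rises and falls at an unadjusted p under 0.05 moved with the setting in males, and in both sexes when 1 library was left out. In male heads the share of rises was 33.3% with TMM and, by scaling, 36.3% with RLE size factors and 16.7% with total counts only. Among the filters it was 63.1% with at least 1 count and 53.1% with a mean TPM of at least 1, and among the tests and fits 16.3% with limma-voom, 66.0% with DESeq2 (15025 genes tested), 60.5% with betaPrior and 90.9% with all libraries in 1 fit. In male bodies it was 45.1% with TMM, 22.9% with total counts only, 32.1% with all libraries in 1 fit and 20.6% with the block. Over the scalings, tests, filters and fits of every library the share stayed within 10 points in female heads (58.0%) and female bodies (85.2%). With 1 library left out it was 42.6% without HFD 4, 46.6% without HFD 3 and 46.9% without RD 4 in female heads, and 71.5% without HFD 2 and 73.6% without HFD 3 in female bodies. In male heads it was 56.3% without HFD 2, and in male bodies 30.1% without RD 3.

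Across the fits that each left out 1 library, the called genes ran from 0 to 1 in female heads and from 0 to 2 in female bodies, and the interaction in bodies from 0 to 1 (dec-1 without female body RD 2). The sex difference on RD heads ran from 56 (without female head RD 2) to 5093 genes (without male head RD 1). The width ratio ran from 1.52 to 4.58 in heads and from 1.01 to 2.34 in bodies, without reversing. Counts in male heads, in male bodies, shared by the sexes, in all 4 comparisons and for the head interaction were 0 in each of these fits. Of the results from these fits, 176 were the same and 14 moved.

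With fry the lists of beta-oxidation genes in female heads (0.142), glycoside hydrolases in male bodies (0.226) and eggshell genes in female bodies (0.0763) were no longer under 0.05. With an estimated correlation beta-oxidation (0.0852), glycoside hydrolases (0.119) and PGRP genes (0.0509) were not. Both tests take the correlation between genes from the data where camera presets it. The lists kept their direction under each alternative, and camera's p under each library left out reached at most 0.0215.

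Of the 92 named pairs of gene and comparison, 1576 fits were the same, 66 newly passed the threshold (33 pairs: 27 with DESeq2, 24 with betaPrior, 14 with the block and 1 with all libraries in 1 fit), and 2 of 1 pair, CG32694, no longer did. The direction reversed for 3 pairs. CG12262 in male heads (-0.25) was 0.32 with the block, 0.14 without HFD 3, 0.06 without HFD 4, 0.44 without RD 1 and at the lowest -1.34 without HFD 2. TotA in female heads (0.12) was -0.23 without HFD 2, -0.00013 without RD 3 and at the highest 0.28 without HFD 3. TotC in female heads (0.26) was -0.31 without HFD 2 and at the highest 0.49 without HFD 4. The cause was not tested. The RT-PCR comparison gave 35 of 38 in each of the 24 fits without 1 library and in the later log2 ratio of mean TPM. Depth limits genes with few counts, which the low-count filter leaves untested. In simulated data with the number of libraries used here, 61% of 200 genes changed 4-fold were called in male heads with the spread estimated there, and 100% with a coefficient of variation of 0.1. The spread between libraries thus lowers the share of 4-fold changes called in male heads. The simulation drew the spread of each gene independently, without shifts that many genes of a library share. It therefore cannot decide whether the spread in the real libraries accounts for the 0 calls.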

Differences from the paper's values

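The paper's values below are marked as the paper's. The alternatives counted are those set before the data were examined unless a later one is named.

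The paper states a depth of about 300 M reads per sample, and the median total on genes was 19.4 M; no alternative bears on this. For differentially expressed genes, the paper's numbers are 143 in male heads, 93 in female heads, 464 in male bodies and 330 in female bodies, and edgeR's test gave 0, 1, 0 and 0 (144, 281, 490 and 358 at an unadjusted p under 0.05). Of the 18 alternatives set before the data were examined, the unadjusted threshold gave 144 in male heads, 490 in male bodies and 358 in female bodies, within 1.5 times the paper's numbers, and the other 17 did not. In female heads none of the 18 came within that range (0 to 281). Among the alternatives chosen after seeing the values, DESeq2 with betaPrior at an unadjusted p under 0.05 gave 453 in male bodies and 331 in female bodies, and with a mean TPM of at least 1 in both groups 170 in male heads, 421 in male bodies and 320 in female bodies.

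The paper gives 4 genes common to all comparisons, against 0 (3 at an unadjusted p under 0.05). Of 36 alternatives the unadjusted threshold, with 3, came within 1.5 times and the other 35 did not. DESeq2 with betaPrior at an unadjusted p under 0.05, with and without the TPM limit and both chosen after seeing the values, gave the paper's 4 (Lsp2, Gnmt, Cyp4e3 and CG5953). For genes shared by the sexes the paper gives 12 in heads and 28 in bodies, against 0 and 0 (23 and 24 at an unadjusted p under 0.05). In heads none of the 24 alternatives came within 1.5 times (0 to 23); in bodies the unadjusted threshold did, with 24, and the other 23 did not. In bodies DESeq2 with betaPrior at an unadjusted p under 0.05 gave the paper's 28, and with the TPM limit 25, both chosen after seeing the values.

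For genes of 1 sex only, the paper gives 131 in male heads, 85 in female heads, 431 in male bodies and 297 in female bodies, against 0, 1, 0 and 0. The paper's shared and female-only genes add up to more than its total for female heads, and in bodies its shared and 1-sex genes fall short of its totals by the same number in both sexes. Of 18 alternatives, the unadjusted threshold came within 1.5 times in male heads (118), male bodies (458) and female bodies (326), the other 17 did not, and in female heads none of the 18 did (0 to 255). Among alternatives chosen after seeing the values, DESeq2 with betaPrior at an unadjusted p under 0.05 gave 419 in male bodies and 297 in female bodies, and with the TPM limit 149 in male heads, 390 in male bodies and 289 in female bodies. Genes past the threshold in both sexes, in the same or opposite directions, are not counted here.

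For genes with p under 0.001 the paper gives 10 in male heads, 45 in male bodies and 22 in female bodies, against 5, 15 and 4 at an unadjusted p. Of 11 alternatives, all libraries in 1 fit (11) and the replicate block (7) were within 1.5 times in male heads, DESeq2 (54), betaPrior (51) and the block (43) in male bodies, and DESeq2 (28), betaPrior (23) and all libraries in 1 fit (16) in female bodies; the others were not. For p from 0.001 to 0.01 in female heads the paper gives 24, against 56, and none of 11 alternatives came within 1.5 times (43 to 133).

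Among genes with p under 0.01 in heads, the paper gives 4 rises and 27 falls in males and 22 rises in females, against 8, 14 and 44. At least 10 counts in every library gave the paper's 4 rises in male heads, and the other 10 alternatives were not within 1.5 times. The falls in male heads were within it with DESeq2 (39), betaPrior (37), limma-voom (18) and all libraries in 1 fit (30), and not with the other 7. For the rises in female heads none of 11 was (36 to 120). In male bodies the paper gives 84 falls, against 55; DESeq2 (99), betaPrior (95), total counts only (90) and the block (96) were within 1.5 times and the other 7 were not.

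For the sex difference on RD in heads the paper gives 3240 genes, against 788. Of 18 alternatives, the replicate block (3832) and the unadjusted threshold (3017) were within 1.5 times and the other 16 were not (56 to 5093). DESeq2 with betaPrior at an unadjusted p under 0.05 gave 3239, and 2752 with the TPM limit, both chosen after seeing the values.

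Of the named genes, some that edgeR's test did not call were called under alternatives set before the data were examined. DESeq2 called CG3999, fit, hgo and TotA in male heads, hgo and takeout in female heads, Acp54A1, CG11796, CG14406, CG3290, CG33306, CG5724, CG7916, CG8093, CG8997, Cyp4e3, Cyp6a23, dnr1, Lsp2, LManIV and Npc2d in male bodies, and CG17374, CG7720, Drat, lcs, Obp56d, PGRP-SC1a and Vml in female bodies. DESeq2 with betaPrior called the same genes except CG3999, takeout, LManIV and Vml. The replicate block called CG5966, Cyp4e3, GIIIspla2, hgo, Lsp2 and takeout in female heads and CG33306, CG7916, CG8093, CG8997, LManV, LManVI, Lsp2 and Npc2d in male bodies, and all libraries in 1 fit called Vml.

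The paper states that more genes rose than fell in heads, above all in males; at an unadjusted p under 0.05, 48 of 144 genes rose in male heads (33.3%), with DESeq2 66.0% of 362, and with betaPrior and a mean TPM of at least 1 in both groups, chosen after seeing the values, 63 of 170 (37.1%). The paper reads the volcano plots as wider in males in both tissues; the width ratio was 2.45 in heads and 1.36 in bodies, but 0.780 in bodies with DESeq2 and 0.989 and 0.582 with every gene of at least 1 count. The paper places CG34220 among genes common to both bodies, where it fell by 0.75 in males and rose by 0.55 in females. For Cyp4e3 in heads the paper gives a p smaller than those found here, which were 0.00717 in males and 0.000536 in females before adjustment. The paper describes the RT-PCR trend as kept in nearly all body genes; the sign differed for 3 of 12 in male bodies (Acp54A1, CG11796 and CG14406), as it does between the RNA-seq and RT-PCR values of the S3 Table. The RT-PCR values of these 3 were small, from 0.0334 to 0.232. The paper describes the stress genes of males as unaffected in females and so as different between the sexes; 7 of 7 tested fell in male heads, but the response of TotA, TotC and TotM was not shown to differ between the sexes at an adjusted p under 0.05 over all genes (0.907 each). Adjusted over the list alone, TotA and TotC passed 0.05 for this difference, and the list of 4 Turandot genes had a p of 3.93e-08 in camera, 0.0186 in fry and 0.00873 with an estimated correlation.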

Other observations

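Apart from the tests of testis RNA and of spread between replicates as causes of the wider fold changes in males, the tests in this part were chosen only after the result was seen. Patterns found and tested on the same libraries are hypotheses.

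The numbers of called genes were compared with other splits of the same libraries. As many genes with an adjusted p under 0.05 were given by 10 of 10 splits in male heads, 2 of 10 in female heads, 10 of 10 in male bodies and 10 of 10 in female bodies (0, 1, 0 and 0 called on the real split; 144, 281, 490 and 358 at an unadjusted p under 0.05). Where the count is 0, any split reaches it. The highest other split gave 0, 497, 3699 and 22 genes. As many genes with an unadjusted p under 0.05 were given by 5, 6, 3 and 5 of the 10 splits. With 10 splits the share cannot fall under 0.1, so the diet and a chance split cannot be told apart by these counts. The same limit holds for the lists: the real split alone (1 of 10) for the Turandot genes in male heads and the PGRP genes in female bodies, and 2 of 10 for beta-oxidation in female heads, glycoside hydrolases in male bodies and eggshell genes in female bodies. For the sex difference on RD, 1 of 10 splits in bodies and 1 of 10 in heads, the real one, gave as many genes. The real split gave 10978 genes in bodies and 788 in heads, and the median of the 10 splits was 0 in both. A chance split is argued against in bodies by the size of this gap and by counts of 10703 to 11028 with any 1 library left out; in heads these counts ran from 56 without female head RD 2 to 5093 without male head RD 1.

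Over 100 splits drawn for both sexes, 15 gave as many genes shared by the heads at an unadjusted p under 0.05 as the real one (23), 14 as many shared by the bodies (24) and 5 as many in all 4 comparisons (3). The interaction had 0 called genes on the real split, which any split reaches (100 of 100 in heads and 100 of 100 in bodies) and which decides nothing; at an unadjusted p under 0.05, 59 of 100 reached the 131 genes of heads and 44 of 100 the 427 of bodies. A diet effect common to the sexes also had 0 called genes, again reached by 100 of 100 splits in heads and 100 of 100 in bodies. At an unadjusted p under 0.05 it had 262 genes in heads, reached by 41 of 100 splits, and 576 in bodies, reached by 27 of 100.

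The wider fold changes in male than in female heads (ratio 2.45) were tested against several technical explanations. Depth is argued against, since the ratio was 2.50 with every head library thinned to 14053734 counts. A trend with gene length is argued against by a ratio of 2.47 after it was taken out. The ratio was 2.45 without 24 abundant genes. So few genes can hardly move a range over all genes tested in both sexes, so this does not decide whether abundant genes matter. RNA from testis is argued against as the cause of the width, since the ratio was 2.64 over 9172 genes without the testis genes and those 4-fold higher in male bodies. Spread between replicates remains open: 5 of the 10 splits of the male head libraries were as wide as the real one, and 41 of 100 splits of both sexes gave as large a ratio. In bodies 57 of 100 splits did, so the greater width in males may come from libraries that differ more, not from the diet.

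The largest rises in male heads may come in part from body tissue. Of the 159 genes with a log2 rise over 1, 128 (80.5%) were 4-fold higher in male RD bodies than in male RD heads, against 8.95% of all genes tested, and 120 of these 128 (93.75%) stood highest in male head HFD 4. Of 42 testis genes, 22 were tested in male heads and 21 rose (median 1.25, camera p 1.15e-09, fry 0.224). All 28 of 28 body-enriched testis genes were highest in HFD 4, at a median of 0.838% of their level in bodies. The summed level of the whole testis list was 491 CPM in HFD 2, 1161 in HFD 3 and 834 in HFD 4, against 414 to 559 on RD. That sum does not point to HFD 4 alone. Of 57 accessory gland genes 17 were tested, with a median of 0.10 (camera p 0.819), and their level in HFD 4 was 0.00685% of that in bodies; the study named 1 of them. RNA from testis in HFD 4 is a candidate explanation for the rises of the body-enriched genes. A change on HFD in the heads themselves stays open for the remaining rises and was not tested.

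Ribosomal protein genes differed widely between male head libraries: 71 of 79 tested fell (median -0.59, camera p 1.27e-07, fry 0.457), and their share of counts ran from 1.35 to 5.40%. The share of ribosomal RNA pseudogenes ran from 3.77 to 7.83%. Over the 6 male head libraries the correlation of the 2 shares was -0.892 (Pearson, exact permutation p 0.0181, adjusted 0.0722 over 4 comparisons) and -1 (Spearman, exact permutation p 0.00278, adjusted 0.0111), and Pearson's r was -0.891 without male head HFD 3 and RD 1. The other comparisons gave -0.244 in female heads, -0.640 in male bodies and 0.180 in female bodies. RNA composition that goes with the ribosomal RNA left in a library is a candidate explanation for the spread of these genes; the labels name no batch.

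Ribosomal RNA counts were 18.3 times higher in male than in female heads and 19.3 times higher in male than in female bodies. If libraries of the sexes had been selected differently for polyadenylated RNA, other RNAs without a tail would also be higher in males. Replication histones, of which 3 to 5 genes were tested in bodies, were 1.99 times higher in male heads and 0.129 times in bodies. Their summed level was 0.0470 to 0.269 CPM in the head libraries, so the ratio in heads rests on few reads. Small nuclear RNAs were at 1.80 times in heads and 0.258 times in bodies, and ribosomal proteins at 0.427 and 0.283 times. For small nuclear RNAs heads and bodies go opposite ways. Sex and any difference in library preparation cannot be told apart, since every male library is on one side. Small nuclear RNAs were tested for 3 genes in male heads (median 0.66, camera p 0.00809, fry 0.0862) and histones for 3 in male bodies (median 0.45, camera p 0.0147). In female heads the 2 small nuclear RNAs tested fell (median -0.80, camera p 0.000125, fry 0.0266).

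The ribosomal RNA pseudogenes in the paper's heatmap of female heads rose on HFD together: all 6 (CR41602, CR41609, CR40741, CR40677, CR40962 and CR40963) had a log2 fold change from 0.42 to 0.48 and an unadjusted p under 0.05, and 0 an adjusted p under 0.05. Over deviations of the 24 libraries from their group means, the lowest correlation between any of them was 0.824. This is consistent with reads of ribosomal RNA shared by the copies, so they may count as 1 signal and not 6.

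Antennal genes stood higher in some head libraries. The 6 genes Obp83a, Obp83b, a10, Os-C, a5 and Obp19a were listed after they were seen among the rises; in male heads 5 were tested and rose (median 3.50, camera p 2.29e-33, fry 0.00648), which is not independent evidence. In female heads their summed level was 13.3 times higher in HFD 4 than in HFD 2; 0 of 6 were above every RD library in HFD 2, 6 in HFD 3 and 6 in HFD 4. Of 70 antennal receptor genes, 19 were tested in male heads, with a median of 0.10 (camera p 0.101), and 15 in female heads, with a median of 0.01 (camera p 0.641). Their summed level in female heads was 83.3 CPM in HFD 2 and 88.2 in HFD 4, against 82.0 to 93.6 on RD. This goes against a large difference in antennal tissue between HFD 2 and HFD 4. In female head HFD 3 the receptor sum was above every RD library of female heads. In male heads it was above every RD library in HFD 3 and HFD 4, but not in HFD 2. The libraries above RD go with more antennal tissue, so it is not excluded. The same sum was 57.4 to 67.5 CPM in male bodies, so a small share of antenna would be hidden in it, and antennae alone are not analysed here. In bodies the summed level of the 6 genes was high in single libraries of both diets. It was 14.2 CPM in male body HFD 3 and 11.3 in male body RD 2 (0.586 to 0.878 in the other male bodies), and 9.42 in female body HFD 4 and 9.58 in female body RD 3 (0.0506 to 0.471 in the others). This goes with stray tissue in bodies and against the diet as the cause there. In heads a small amount of antennal tissue in some libraries and a change of these 6 genes on HFD cannot be told apart from the counts, since the high libraries are all on HFD. By RT-PCR the paper reports no significant difference between the diets for antenna-specific candidate genes, and far higher expression in antennae than in heads. This goes with stray antennal tissue, but the paper does not name those genes, so it does not decide the question for these 6.

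In male bodies RD 3 may contain head tissue. Of 44 head genes outside the photoreceptor list, 44 (100%) stood highest in that library, at a median of 4.08% of their level in heads. These genes were chosen for a level in heads 50-fold over the other bodies. The choice favours this rank, so 16.7% is not its chance share. The photoreceptor list, 15 of 16 genes tested, had 13 falls on HFD (median -2.27, camera p 0.00706, fry 0.627) and stood at 4.02% of the head level in that library; the study picked 0 of them. The summed level of the photoreceptor list was 2803 CPM in RD 3, 298 in RD 1 and 297 in RD 2. It was 344 in HFD 2, 664 in HFD 3 and 322 in HFD 4. Every HFD library was above RD 1 and RD 2, which argues against a fall with the diet in this sum.

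More ovary tissue in the HFD libraries is argued against as the whole cause of the eggshell rise in female bodies, since 18 ovarian germline genes, all of that list and all tested, had a median of -0.060 (15 down, camera p 0.0064, fry 0.237). It does not rest on a low RD library alone, since the median of the eggshell list was 1.25 without female body RD 4, but it was 0.20 without HFD 4. Of 5 vitelline membrane genes 3 had every HFD library above every RD library (median 3.23), and of 9 chorion genes 0 did (median 0.73). By chance 10% of genes separate in either direction. A different mix of egg chamber stages between pools stays open and was not tested. Flight muscle genes also rose in female bodies, 15 of 15 tested (median 0.20, camera p 1.14e-08, fry 0.106).

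Secreted gut genes fell on HFD in male bodies: 8 of 8 had every HFD library below every RD library, with a median of -2.27 (-2.51 to -1.68 with 1 library left out). By chance 10% of genes separate in either direction. Since 5 of the 8 are genes that the study named on these libraries, that is no chance level for the list. Less gut tissue is argued against as the whole cause: of 28 other gut enzymes, 13 stayed above -1.68 with any 1 library left out. The most abundant of these, alphaTry (637.5 CPM), had a lowest value of -1.09. The other enzymes had a median of -0.07 (-1.64 without male body HFD 2 and 0.22 at the highest), and 16 of 28 (57.1%, chance 25%) were higher in HFD 2 than in every RD library. The midgut list as a whole had 36 of 42 genes tested and 24 down (median -0.52, camera p 6.66e-22, fry 0.161). The study's RT-PCR on a new batch of flies gave negative values in male bodies for the named genes CG7916, CG8093, CG8997, CG33306 and Npc2d. Replicates are not given there, so no test was made. A lower level of these secreted gut genes on HFD goes with those signs and stays open as a hypothesis.

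Fat body genes fell in male heads: 10 of 16 were tested, 8 fell (median -1.66, camera p 1.58e-07, fry 0.0663), and the study named 4 of the list. Less fat body in the HFD libraries is argued against as the whole cause, since apolpp (Rfabg in the count tables), the most abundant of them, was at -0.19 (SE 0.36; 2375 CPM on RD and 2080.4 on HFD) and takeout rose by 1.49. A change of single fat body genes with the diet stays open and was not tested. For the fall of the Turandot genes in male heads, 4 of 4 tested genes fell, and reads shared between near-identical Turandot genes and a common response both give this, so they cannot be told apart from the counts.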
